# Protein Kinase Inhibitor-Mediated Immunoprophylactic and Immunotherapeutic Control of Colon Cancer

**DOI:** 10.3389/fimmu.2022.875764

**Published:** 2022-04-28

**Authors:** Silvia Ghione, Cindy Racoeur, Nesrine Mabrouk, Jingxuan Shan, Emma Groetz, Elise Ballot, Caroline Truntzer, Lotfi Chouchane, Frédérique Végran, Catherine Paul, Stéphanie Plenchette, Ali Bettaieb

**Keywords:** H89, kinase inhibitor, colorectal cancer, immunotherapy, immunoprophylaxis

## Abstract

Immunotherapy has allowed major advances in oncology in the past years, in particular with the development of immune checkpoint inhibitors, but the clinical benefits are still limited, particularly in colorectal cancer (CRC). Our scientific approach is based on the search for innovative immunotherapy with a final goal that aims to induce an effective antitumor immune response in CRC. Here, we focused on a multikinase inhibitor, H89. We carried out *in vivo* experiments based on syngeneic mouse models of colon cancer in BALB/c mice and chemically colon tumorigenesis. Flow cytometry, RNAseq, RT-qPCR, antibody-specific immune cell depletion, and Western blot were used to identify the immune cell type involved in the preventive and antitumor activity of H89. We demonstrated that H89 delays colon oncogenesis and prevents tumor growth. This latter effect seems to involve NK cells. H89 also inhibits colon tumor growth in a T-cell-dependent manner. Analysis of the immune landscape in the tumor microenvironment showed an increase of CD4^+^ Th1 cells and CD8^+^ cytotoxic T cells but a decrease of CD4^+^ T_reg_ cell infiltration. Mechanistically, we showed that H89 could promote naïve CD4^+^ T-cell differentiation into Th1, a decrease in T_reg_ differentiation, and an increase in CD8^+^ T-cell activation and cytotoxicity *ex vivo*. Furthermore, H89 induced overexpression of genes involved in antitumor immune response, such as IL-15RA, which depletion counteracts the antitumor effect of H89. We also found that H89 regulated Akt/PP2A pathway axis, involved in TCR and IL-15 signaling transduction. Our findings identify the H89 as a potential strategy for immune system activation leading to the prevention and treatment of CRC.

## Introduction

Colorectal cancer (CRC) is the third most common cancer worldwide with an incidence rate of 10.2% and a mortality rate of 9.2% among the 10 most common types of cancer (1–3). Conventional treatments for CRC essentially rely on surgery, chemotherapy, and radiotherapy used alone or in combination (4–7). The main chemotherapies used in CRC are 5-fluorouracil (5-FU) associated with oxaliplatin (8). Recently, immunotherapy emerged as an alternative way to fight cancer. This approach consists of the reactivation of the immune system exhausted by tumor cells and the tumor microenvironment (TME). Attention was first focused on CD8^+^ T lymphocytes (TLs), endowed with direct cytotoxic activity on cancer cells orchestrated *via* granzyme B (GMB)/perforin or Fas/FasL (9). Several studies have shown a positive correlation between CD8^+^ TL infiltration within tumors and the survival of patients with CRC (10, 11). Moreover, the presence of CD4^+^ TLs is also essential for the establishment of an effective response (12). The cytokine environment is fundamental for the polarization of naïve CD4^+^ TLs into different subpopulations exhibiting anti- or protumoral effects, including type 1 T-helper (Th1), Th2, and regulatory T (T_reg_) (13, 14). Cell-based approaches, mainly immune checkpoint (ICP) blockade, represent an important tool of immunotherapy. ICP are receptors involved in the modulation of the activation of immune cells to limit the duration and the intensity of immune responses (15). The cytotoxic T-lymphocyte antigen 4 (CTLA-4) and the programmed death 1 (PD-1) are frequently expressed on tumor cells to overcome immunosurveillance by suppressing T-cell function and proliferation (16). ICP blockers targeting PD-1 and its ligand PD-L1 have been successfully implemented in the therapeutic management of multiple types of cancer, giving substantial benefits to patients (17, 18). However, a limited number of patients respond to these immunotherapies, including CRC patients. To circumvent these issues, we have focused our attention on other agents that could exhibit an immunomodulatory potential such as the protein kinase (KI) *N*-[2-[[3-(4-bromophenyl)-2-propenyl]amino]ethyl]-5-isoquinoline sulfonamide (H89). This drug is known to inhibit protein kinase A (PKA) and some other kinases, including MSK1, S6K1, and ROCK-II (19, 20). Our previous reports showed that H89 could trigger human colon cancer cell death *in vitro* when combined with the nitric oxide donor glyceryl trinitrate (21, 22).

Here, we report that the KI H89 delays the development of endogenous colon carcinogenesis and reduces the growth of other transplantable mouse models of colon cancer, which rely on the activation of NK and T-cell antitumor response, respectively. These findings identify the KI H89 as a potential strategy for the prevention and treatment of colon cancer.

## Materials and Methods

### Cell Lines and Treatments

Mouse colorectal cancer cells (CT26) or triple-negative breast cancer cells (4T1) and human leukemic cells (Jurkat, MOLT-4) were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). Mouse colorectal cancer cells (C51) were from MP Colombo (Istituto Nazionale Tumori, Milan, Italy). All cell lines were periodically tested to avoid mycoplasma contamination using a universal mycoplasma detection kit (ATCC). Cells were cultured in RPMI (CT26, C51, Jurkat, MOLT-4) or DMEM high glucose (4T1) media supplemented with 10% of fetal bovine serum (FBS) (Dominique Dutscher, Bernolsheim, France) at 37°C with 5% of CO_2_. Cells were treated with 10 µM of H89 (Cayman Chemicals, Tallinn, Estonia) at different time points.

### Tumor Models and Treatments

Seven-week-old female BALB/c mice or *Swiss nude* mice were purchased from Charles River Laboratory (Saint-Germain-Nuelles, France) or the animal care facility at the University of Burgundy (Dijon, France). Mice were inoculated with subcutaneous injection in the right flank, and under isoflurane anesthesia, with 5 × 10^5^ colon CT26, C51, or 4T1 cell lines. After 6 days, when tumors reached ≈50 mm^3^, animals were randomly assigned to different groups (5 or 7 mice per cage) and treated with H89 (10 mg/kg in 100 µl of NaCl) with intraperitoneal (i.p.) injection twice a week. For TL CD8^+^ depletion, an anti-CD8a antibody (BioXCell, Euromedex, Mundolsheim, France) 500 µg in 100 µl NaCl or IgG2A control isotype (BioXCell) 500 µg in 100 µl of NaCl was injected (i.p.) together with the first H89 administration and renewed once a week. For IL-15RA blockade, an anti-TMB1 (BioXCell (catalog number BE0298) 50 µg in 100 µl of NaCl) or IgG2A control isotype (BioXCell 50 µg in 100 µl of NaCl) was injected (i.p.) the day before the first H89 administration and renewed twice a week. For the H89/5-FU combination, 5-FU (5 mg/kg in 100 µl NaCl) was injected (i.p.) weekly at the same time as H89 administration. For the oral administration, H89 was given twice a week by gavage (5 mg/kg in NaCl). For prophylaxis experience, H89 was administrated by i.p. injections (10 mg/kg in NaCl) 3 days before CT26 implantation. Tumor growth was monitored three times a week. For AOM/DSS-induced carcinogenesis, colorectal polyps were induced by azoxymethane (AOM) and dimethylhydrazine (DMH) i.p. injections before dextran sulfate sodium (DSS) administration in drinking water according to the protocol by Rosenberg et al. (23). For this experience, mice were treated with H89 (5 mg/kg in 100 µl NaCl by gavage) twice a week. Animals’ health status was monitored by observing weight variations three times a week, and mice were killed if their weight loss was higher than 20% of their initial weight. After 90 days, mice were killed and colorectal polyps were quantified.

### NK Cell Depletion *In Vivo*

NK cell depletion was performed using an anti-Asialo GM1 antibody (FUJIFILM Wako Chemicals, Neuss, Germany). BALB/c mice received the anti-Asialo GM1 antibody (10 µl/100 µl NaCl by i.v. injection according to the supplier’s instructions) on days −5, −3, and −1 before and then every 5 days after CT26 cell injection. H89 was injected three times from D-3 to D-1. Tumor growth was monitored three times a week.

### Animal and Ethics Statement

The animal care staff observed the animals’ state each day, and we monitored their behavior. When the volume of the tumor reached 2,000 mm^3^, animals were killed. The experiments were approved by the ethics committee “C2EA Grand Campus Dijon No. 105” and by the ministry of research with the protocol codes 28546 and 33240.

### Characterization of CD4^+^ and CD8^+^ T-Cell Infiltration in the TME

CT26 tumor-bearing mice were treated with H89 (10 mg/kg in 100 µl of NaCl, i.p.) for 10, 14, or 21 days (10 mice/time point). At each time point, mice were killed and tumors were dissociated with collagenase and DNase solution before lysis of red blood cells. For membrane staining, cells were incubated with Flow Cytometry Staining Buffer (FCSB) for 15 min and then for 30 min at 4°C with membrane antibodies. For intracellular staining, cells were fixed and permeabilized with the Cytofix/Cytoperm™ kit from BD Biosciences (Le Pont de Claix, France) before incubation with antibodies for 30 min at 4°C. One million of cells were stained with viability FVS 700 (BD Biosciences) and TL-specific antibody panels (**Supplementary Tables S2****–****S4**) and analyzed by flow cytometry. All the acquisition were performed using a BD FACS Canto or an LSRII cytometer using the BD FACSDiva software (BD Biosciences). Data were analyzed using the FlowJo software v10.

### RNA Sequencing Analysis

Total RNA extraction was performed as per the manufacturer’s instructions. Sequencing, data quality, and reds repartition were performed by the BGIseq500 platform (BGI-Shenzhen, China). Differential expression analysis was performed with the DESeq2 R package (https://doi.org/10.1186/s13059-014-0550-8). Treatment groups were compared. Raw *p*-values associated with each gene were adjusted using Bonferroni correction, as advised. Gene Set Enrichment Analysis (GSEA) was used to identify biological pathways that are enriched in the lists of differential gene characteristics of each group of patients. Pathways from the Hallmark database were used. GSEA was conducted using the clusterProfiler R package (https://doi.org/10.1089/omi.2011.0118).

### Isolation of Primary Mouse Immune Cells

Naïve CD4^+^ or CD8^+^ T cells were isolated from the spleen and lymph nodes of female Balb/c mice using Miltenyi isolation kits (Miltenyi Biotech, Paris, France). Naive CD4^+^ T cells (CD62L^+^) were differentiated into Th1 or T_reg_ cell subtypes using cytokines and blocking antibody cocktails: anti-IL-4 (10 µg/ml) and IL-2 (10 µg/ml) for Th1 and anti-IFN-γ (10 µg/ml), anti-IL-4 (10 µg/ml), and TGFβ (4 ng/ml) for T_reg_ cells (24). During T-cell differentiation, Th1 and T_reg_ cells were treated with 1 µM of H89 for 72 h and T-cell differentiation was assessed by RT-qPCR. Total CD4^+^ T cells (CD62L^−^) were obtained using the negative fraction and were treated with 1 µM of H89 for 2 h to assess intracellular potassium [K^+^]_i_ concentration, as previously reported (25). CD8^+^ T cells were cultured for 72 h with 1 µM of H89 to assess the level of Akt phosphorylation and granzyme B production. All T cells were activated using anti-CD3/anti-CD28 Dynabeads (Gibco - Thermo Fischer Scientific, Waltham, MA, USA) and cultured in antibiotics-enriched RPMI medium [10% FBS with 1% penicillin, streptomycin, and amphotericin B (PSA)].

### CD8^+^ T-Cell Cytotoxic Assay

B16-OVA melanoma cancer cells were seeded in a 96-well plate (30,000 cells per well) in 200 µl of RPMI 10%FBS 1%PSA medium after cell trace™ violet labeling (Invitrogen - Thermo Fischer Scientific). Splenic CD8^+^ T cells were isolated from OT-I female mice using the CD8a^+^ T-cell Isolation Kit and cocultured with B16-OVA cells at different ratios of B16-OVA : CD8^+^ T cells) and treated, or not, with 5 µM of H89. After 48 h of coculture, B16-OVA cell viability was analyzed by flow cytometry using a Fixable Viability stain 700 (FVS 700) (BD Biosciences) and using the cell trace™ violet labeling to differentiate B16-OVA cells from CD8^+^ T cells.

### PP2A Enzymatic Activity Assay

Jurkat and MOLT-4 cells were lysed with a buffer containing imidazole-HCl, EDTA, and EGTA (Sigma-Aldrich, Saint-Quentin-Fallavier, France) with a protease and phosphatase inhibitor cocktail (Roche Life Science, Penzberg, Germany). After protein quantification with the Bio-Rad DC protein assay as recommended by the manufacturer (Bio-Rad, Marnes-la-Coquette, France), the enzymatic activity of the phosphatase PP2A was assessed using the PP2A Immunoprecipitation Phosphatase Assay Kit (Millipore, Guyancourt, France) as per the manufacturer’s procedures.

### RT-qPCR

Th1 and Treg cells as well as mice tumors were collected using the Trizol reagent (Ambion - Thermo Fischer Scientific) to perform total RNA extraction. Five hundred nanograms of total RNA were reverse transcribed into cDNA using a M-MLV reverse transcriptase, recombinant RNasin^®^ Plus RNase inhibitor, and random primers (Promega, Charbonnières-les-Bains, France). cDNA level was assessed by real-time PCR using PowerUpTM SYBR™ Green (Applied biosystems - Thermo Fischer Scientific) on ViiA™7 Real-Time PCR System (Applied biosystems). Relative mRNA expression was quantified using the 2^−ΔCt^ formula after actin normalization (ΔCt). Primers were purchased at (Eurogentec, Seraing, Belgium) and are listed in **Supplementary Table S1**.

### Immune Checkpoint Analysis

For PD-1, PD-L1, and CD80 expression analysis, CT26 or MOLT-4 cells, treated or not *in vitro* with H89, were stained using the tumor membrane staining protocol described above. All the antibodies used in this paper are listed in **Supplementary Table S5**. All the acquisitions were performed using a BD FACS Canto or an LSRII cytometer using the BD FACSDiva software (BD Biosciences). Data were analyzed using the FlowJo software v10.

### Immunohistochemistry

CT26 tumors collected from BALB/c mice were cut in 4-µm-thick slices after formalin fixation and paraffin embedding. After demasking in a water bath with Tris-EDTA buffer (20 min, 95°C, pH 9), the slices were left to cool for 10 min at RT. Inhibition of endogenous horseradish peroxidase (HRP) was performed with H_2_O_2_ (3%) in PBS followed by saturation in TBS-Tween BSA 3%. Slices were then incubated for 1 h at RT with an anti-CD4 (dilution 1:800) or anti-CD8 antibody (dilution 1:500) (HistoSure HS-360108 or 361008) and then with a secondary antibody (Impress anti-rabbit IgG 5+L, MP-7401-50) ( Vector® Laboratories, Burlingame, CA, USA) with a substrate kit HRP (Vector^®^ Laboratories, NovaRED Substrate Kit SK-4800). The samples were then exposed to a Harris hematoxylin bath for 10 s before dehydration, followed by mounting in an organic medium.

### Western Blot

Cell lysates were prepared and quantified, and proteins were separated in a 10% SDS-PAGE gel and transferred on a nitrocellulose membrane, as previously described (26). Membranes were incubated overnight at 4°C with anti-pAkt or anti-Akt antibodies (Cell signaling, Danvers, MA, USA) and HSC70 as an endogenous loading control (Santa Cruz Biotechnology, Dallas, TX, USA). Membranes were washed and incubated for 1 h with HRP-conjugated secondary antibody (Jackson Immunoresearch Laboratories, West Grove, PA, USA) and revealed using the Clarity™ Western ECL Substrate (Bio-Rad) and the ChemiDoc imaging system (Bio-Rad).

### Statistics

Statistical analyses were performed using paired or unpaired Student’s *t*-test one or two-tailed with significance determined at *p* ≤ 0.05 for *in vitro* and *ex vivo* experiments. For *in vivo* experiments, we used two-way ANOVA with Bonferroni’s correction for multiple comparisons. The GraphPad Prism 7 software was used to all statistical analyses, and differences were considered statistically significant at ^*^p ≤ 0.05, ^**^p ≤ 0.01; ^***^p ≤ 0.001; ^****^p ≤ 0.0001.

## Results

### H89 Delays AOM/DSS-Driven Carcinogenesis and Prevents Tumor Growth

Based on our previous results, which showed that H89 reduces intestinal inflammation in a murine model of DSS-induced colitis (27), we investigated its prophylactic potential. In a mouse model of AOM/DSS colitis-associated intestinal carcinogenesis, we showed that H89 decreases tumor incidence as attested by a significant reduction in the total number of colorectal polyps (**Figures 1A, B**). In parallel, using a CT26 tumor-bearing mouse model, mice receiving H89 for 3 days in a row prior to implantation of CT26 cells, showed a significant decrease in tumor incidence (**Figure 1C**). We hypothesized that such an effect might involve an early innate immune response as NK cells. As shown in **Figure 1D**, we observed a significant antitumor effect in mice receiving anti-Asialo GM1 (used to deplete NK cells) compared with the control. Such effect is less pronounced than in H89-treated mice. However, the combination of H89 with anti-Asialo GM1 tends to inhibit H89-mediated tumor growth prevention but not to a significant extent. This result suggested that the preventive effect of H89 may involve other innate immune cells since the combination also significantly prevented tumor growth (**Figure 1D**).

**Figure 1:**
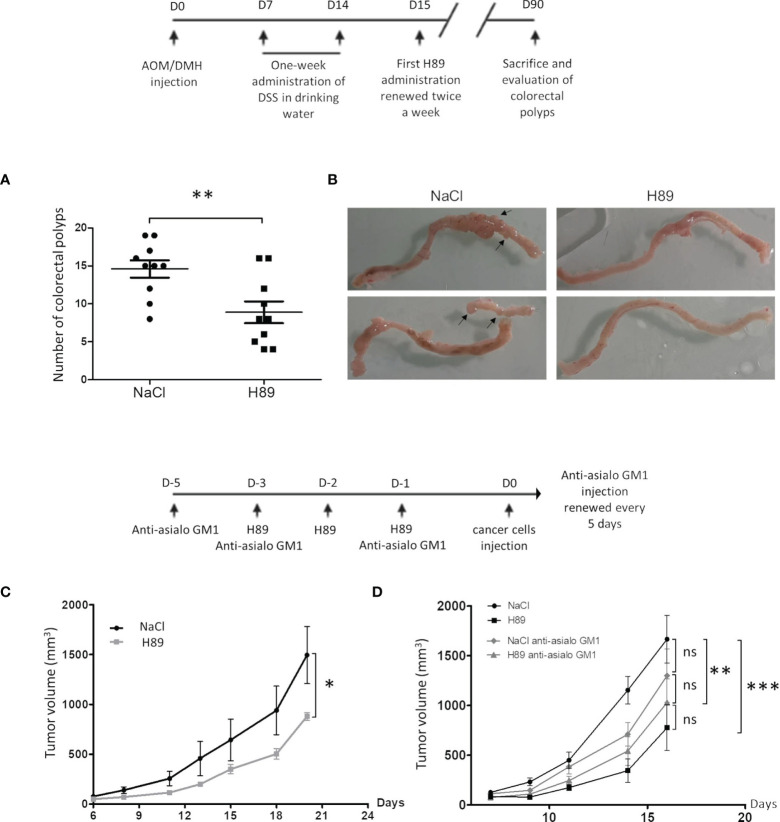
H89 delays tumor growth and AOM/DSS-driven carcinogenesis. **(A)** Macroscopic evaluation of the number of colorectal polyps in BALB/c mice with AOM/DSS-induced colorectal carcinoma, treated or not with H89 (5 mg/kg, oral administration) twice a week (*n* = 10 mice/group). **(B)** Macroscopic images of mouse colons treated or not with H89. **(C)** To assess the preventive effect of H89 in CT26-bearing BALB/c mice, H89 (or NaCl in the control group) was injected for 3 days in a row (10 mg/kg, i.p.). On day 4, 5 × 10^5^ CT26 cells were injected in s.c., and tumor growth was monitored three times a week (*n* = 5). **(D)** Two days before the first H89 injection, mice were treated with an anti-asialoGM1 to deplete NK cells (10 µl in 100 µl of NaCl according to the supplier’s instructions). Anti-Asialo GM1 Injections were repeated during the first and the last H89 injections, and then every 5 days (*n* = 7 mice/group). Statistically significant differences were determined by using a *t*-test **(A)** or two-way ANOVA **(C, D)**; ^*^p ≤ 0.05; ^**^p ≤ 0.01; ^***^p ≤ 0.001.

### H89 Mediates Immunotherapeutic Activity Against Colon Cancer

Besides its prophylactic potential, we investigated whether H89 may have an antitumor therapeutic effect. We investigated the role of the adaptive immune system on mouse models of colon cancer. Intraperitoneal or per os administration (one route of administration used in anticancer treatments in humans) of H89 in BALB/c mice bearing CT26 or C51 cells significantly decelerated tumor progression (**Figures 2A–C**). Such antitumor effect of H89 was not restricted to colon cancer and was also observed in a triple-negative breast cancer mouse model, known for its aggressiveness and resistance to treatment (**Figure 2D**). We also investigated whether H89 may potentiates chemotherapy used in CRC such as 5-FU. Importantly, even though each agent used alone reduced CT26 tumor growth, their combination significantly enhanced their antitumor capacity (**Figure 2E**). We further tested whether H89-mediated tumor growth inhibition depends on the immune system. We then induced tumors in *Swiss nude* mice, lacking T cells, and treated them with H89. The monitoring of tumor growth showed that the antitumoral activity of H89 is stopped in *Swiss nude* mice (**Figure 2F**). We also showed that the depletion of CD8^+^ TLs blunted the antitumor efficacy of H89 (**Figure 2G**). We also observed that the anti-CD8^+^ antibody alone increased tumor growth compared with the vehicle, indicating the suppressive function of CD8^+^ TLs on tumor growth. Altogether, our results reveal that H89 antitumor efficacy is dependent on an adaptive immune response.

**Figure 2:**
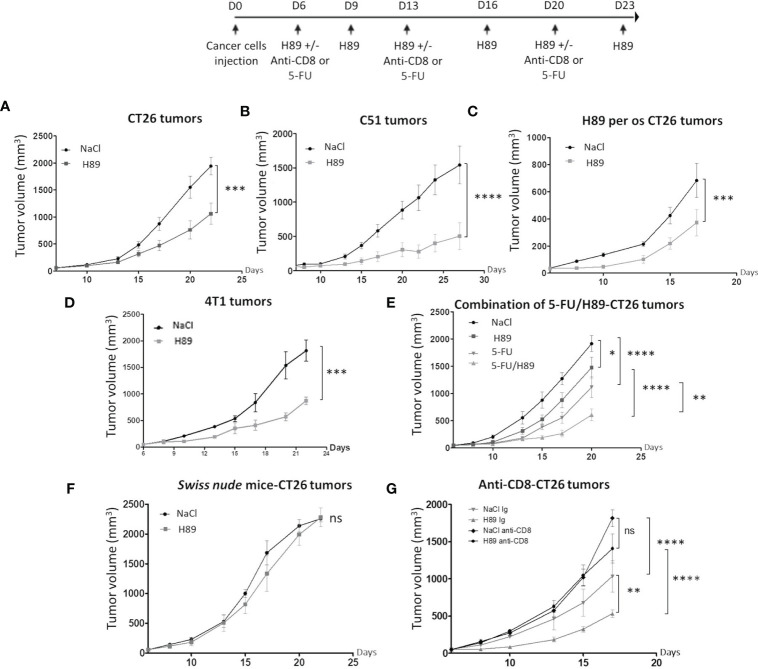
H89 mediates immunotherapeutic activity against colon cancer. **(A, B)** CT26 or C51 tumor-bearing BALB/c mice (5 × 10^5^ murine colon cancer cells in s.c.) were treated, or not (NaCl, i.p.), with H89 (10 mg/kg, i.p.) twice a week, and tumor growth was monitored three times a week (**A**, *n* = 10 mice/group; **B**, *n* = 7 mice/group). **(C)** Oral administration of H89 (5 mg/kg), or NaCl in the control group, twice a week in CT26 tumor-bearing BALB/c mice. Tumor growth was monitored three times a week (*n* = 7 mice/group). **(D)** 4T1 breast cancer cells tumor-bearing mice (5 × 10^5^ 4T1 cells in s.c.) were treated, or not (NaCl, i.p.), with H89 (5 mg/kg, i.p.) twice a week, and tumor growth was monitored three times a week (*n* = 5 mice/group). **(E)** CT26 tumor-bearing BALB/c mice (5 × 10^5^ CT26 cells in s.c.) were treated, or not (NaCl, i.p.), with H89 (10 mg/kg, i.p.) twice a week, in combination with 5-fluorouracil (5-FU, 5 mg/kg in i.p.) once a week, and tumor growth was monitored three times a week (*n* = 14 mice/group). **(F)** Swiss nude immunodeficient mice, bearing CT26 tumors (5 × 10^5^ CT26 cells in s.c.) were treated, or not (NaCl, i.p.), with H89 (10 mg/kg, i.p.) twice a week, and tumor growth was monitored three times a week (*n* = 5 mice/group). **(G)** CT26 tumor-bearing BALB/c mice (5 × 10^5^ CT26 cells in s.c.) were treated, or not (NaCl, i.p.), with H89 (10 mg/kg, i.p.) twice a week. Mice also received anti-CD8a or control IgG injections once a week (500 µg in i.p.), and tumor growth was monitored three times a week (*n* = 7 mice/group). Statistically significant differences were determined by using two-way ANOVA: ^*^p ≤ 0.05; ^**^p ≤ 0.01; ^***^p ≤ 0.001; ^****^p ≤ 0.0001; n.s., nonsignificant results.

### H89 Increases CD8^+^ TL Tumor Infiltration, Activation, and Function

We investigated the effect of H89 on the intratumoral infiltration of CD8^+^ TLs and their state of activation and function. Quantification of intratumoral CD8^+^ TLs by flow cytometry analysis revealed that H89 significantly increased the amount of total CD8^+^ TLs (CD45^+^/CD3^+^/CD8^+^ cells) on day 21 but not on days 10 and 14 posttumor cell injection (**Figure 3A**). We found that H89 significantly increases the number of effector memory CD8^+^ TLs on day 14 but not the central memory TLs (**Figure 3B**; **Supplementary Figure S1**). Such effects were confirmed by IHC staining (**Figure 3C**). To depict how H89 mediates tumor recruitment of CD8^+^ TLs, we analyzed by RT-PCR the mRNA expression level of the chemokine *CXCL10*, known to attract CD8^+^ TLs in the TME. The results showed that the H89 significantly increased the expression of the *CXCL10* gene transcript on day 14 (**Figure 3D**). We also analyzed the impact of H89 on the activation of CD8^+^ TLs by measuring interferon-gamma (IFN-γ) and granzyme B expression. We showed that H89 significantly increases the amount of IFN-γ mRNA within the tumor and IFN-γ production in CD8^+^ TLs (**Figures 3E, F**). Regarding granzyme B, H89 significantly raised its expression on day 10 (**Figure 3G**). A similar effect was obtained when CD8^+^ TLs isolated from the spleen lymph nodes of BALB/c mice were treated *in vitro* with H89 for 72 h (**Figure 3H**). We next used the OT-I/B16-OVA mouse model to investigate whether the activation of CD8^+^ by H89 correlates with their cytotoxic activity. Thus, we investigated the administration of H89 on *ex vivo* cocultured CD8^+^ TLs, purified from OT-I mice, with melanoma B16-OVA for 48 h significantly decreased melanoma B16-OVA cell viability in 1:5 and 1:10 ratios (target:effector) (**Figure 3I**).

**Figure 3:**
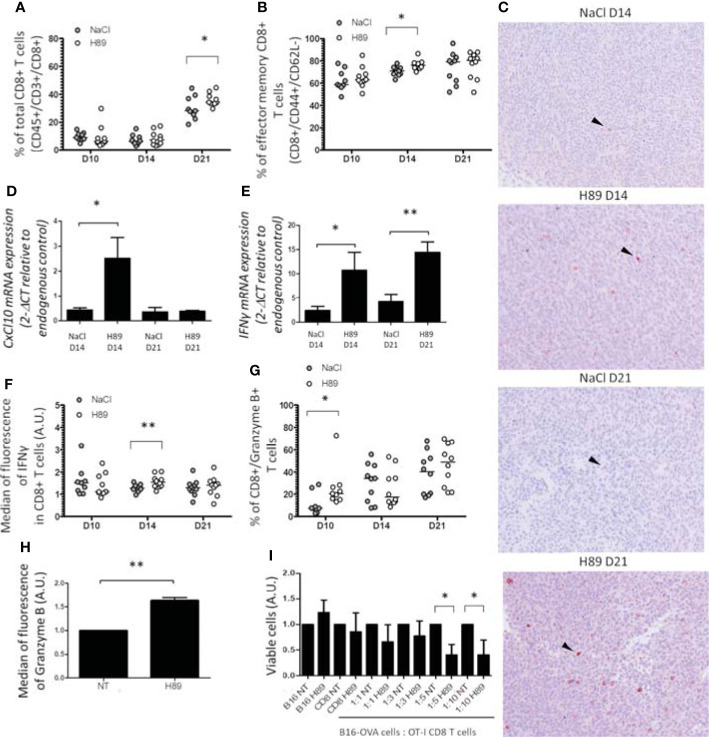
H89 increases CD8^+^ TL tumor-infiltration, activation, and function. **(A, B)** Flow cytometry analysis (*n* = 10 mice/group) of the intratumor infiltration of CD8^+^ T cells under H89 treatment on day 10 (D10), D14, and D21 after CT26 colon cancer cells injection (5 × 10^5^ in s.c.). BALB/c mice were treated or not (NaCl) by H89 (10 mg/kg, i.p. administration twice a week). **(C)** IHC analysis on CT26 tumors after CD8^+^ T-cell labelling at D14 and D21 (representative images of 3 animals/group/time point). RT-qPCR analysis of *CXCL10* **(D)** and *IFN-γ* **(E)** expression at D14 and D21 after CT26 cancer cell injection (*n* = 3 mice) and H89 treatment (10 mg/kg, i.p., NaCl in the control group). The results are presented as the mean of 2^−ΔCT^ values. **(F, G)** Flow cytometry analysis after intracellular labeling (*n* = 10 mice/group) of IFN-γ and granzyme B in intratumor CD8^+^ T cells at D10, D14, and D21 after CT26 colon cancer cell injection and H89 treatment (10 mg/kg, i.p., NaCl in the control group). **(H)** Flow cytometry analysis of granzyme B production of splenic CD8^+^ T cells *ex vivo* after H89 treatment (5 µM, 72 h) (*n* = 3) and **(I)** cytotoxic assay using CD8^+^ T cells from OT-I mice cocultured with B16-OVA cells *in vitro* treated by H89 (5 µM, 48 h) (*n* = 3). **(H–I)** The results are calculated as the mean of 2^−ΔCT^ values. Each control values (NT) are set at 1 arbitrary unit (A.U.), and H89-treated conditions are compared with the control. Statistically significant differences were determined by using a *t*-test: ^*^p ≤ 0.05; ^**^p ≤ 0.01.

### Effect of H89 on CD4^+^ TL Infiltration and Differentiation

In parallel, we investigated CD4^+^ TL infiltrates in H89-treated and H89-untreated mice bearing CT26 tumors. We showed that H89 significantly increases the amount of intratumoral CD4^+^ TLs (CXCR3^+^/CCR6^−^) (Th1) expressing IFN-γ (CD4^+^/IFN-γ^+^ TLs) (**Figures 4A, B**). In addition, we confirmed the intratumoral presence of Th1 cells by RT-qPCR analysis of *T-bet* expression, a well-known key transcription factor of Th1 cell differentiation. Indeed, H89 significantly increased the expression of *T-bet* on days 14 and 21 (**Figure 4C**). Conversely, CT26 tumors treated with H89 exhibited a decreased level of CD4^+^ T_regs_ (CD25^+^/CD127^−^) (**Figure 4D**). However, we failed to detect significant differences in Th2 (IL-4^+^ TLs) and Th17 (IL-17^+^ TLs) from untreated versus H89-treated tumors (**Supplementary Figure S2A, B**). We also evaluated the ability of H89 to induce the differentiation of Th1 and Treg cells *in vitro*. Differentiation of CD4^+^ naïve T cells isolated from the spleen and lymph nodes of BALB/c mice showed that H89 promotes Th1 differentiation as attested by a significant increase of *T-bet* transcription (**Figure 4E**). Conversely, H89 did not promote T_reg_ cell differentiation attested by the inhibition of *FoxP3* gene expression (**Figure 4F**).

**Figure 4:**
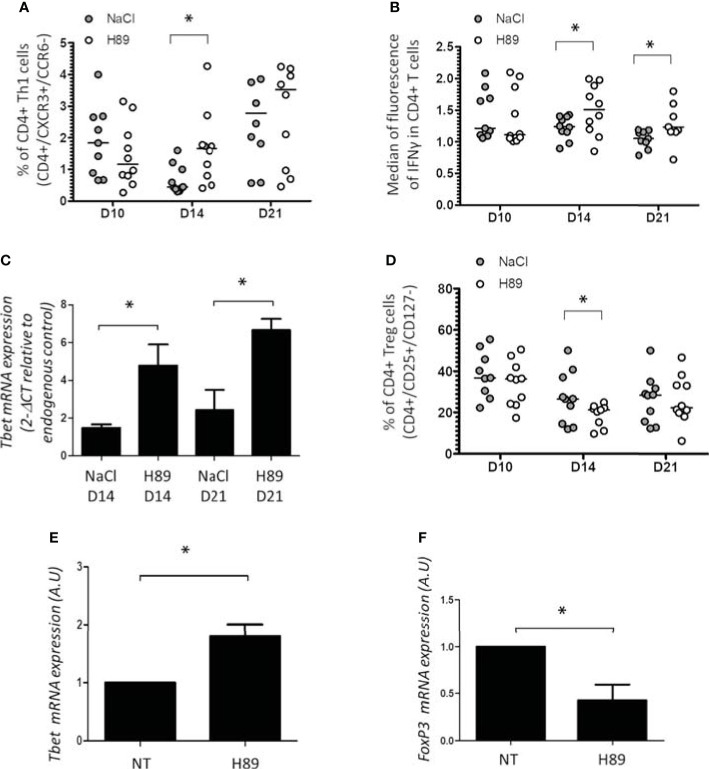
Effect of H89 on CD4^+^ TL infiltration and differentiation.** (A, B, D)** Flow cytometry analysis (*n* =10 mice/group) of the intratumor infiltration of CD4^+^ Th1, Treg, and IFN-γ expression in CD4^+^ T cells on day 10 (D10), D14, and D21 after CT26 colon cancer cell injection into BALB/c mice (5 × 10^5^ in s.c.), treated or not by H89 (10 mg/kg, i.p. injection two times a week). Control group received NaCl injection. **(C)** RT-qPCR analyses of *Tbet* expression at D14 and D21 after CT26 cancer cell injection into BALB/c mice (*n* =3 mice). The results are presented as the mean of 2^−ΔCT^ values. **(E, F)** RT-qPCR analyses of *Tbet* and *FoxP3* expression on splenic naive CD4^+^ T cells from BALB mice after *in vitro* differentiation into Th1 and Treg under H89 treatment (1 µM, 72 h) (*n* = 3). The results are calculated as the mean of 2^−ΔCT^ values. Each control values (NT) are set at 1 arbitrary unit (A.U.) and H89-treated conditions are compared with control. Statistically significant differences were determined by using a *t*-test: ^*^p ≤ 0.05.

### H89 Modulates Immunosuppressive Receptors Expressed Either by T Cells or Colon Cancer Cells

We analyzed by flow cytometry the impact of H89 on some immunosuppressive molecules expressed at the surface of TLs or cancer cells. We found that H89 significantly decreased the expression of PD-1 on total CD4^+^ TLs (isolated from the spleen of BALB/c mice) and on the CD8^+^-like cell line MOLT-4 (**Figures 5A, B**). We also analyzed another ICP, the intracellular K^+^ as a marker of TL activation. Indeed, naive or exhausted TLs are characterized by a high intracellular level of K^+^; this level decreases when TLs are activated (25). We then evaluated the impact of H89 in [K^+^]_i_ regulation in CD4^+^ cells. We observed that CD4^+^ TLs exhibited a low level of [K^+^]_i_ in presence of H89 (**Figure 5C**), attesting to their activation. Since some receptors such as PD-L1, another immunosuppressive actor, and CD80 (exhibiting activating and immunosuppressive functions according to the conditions) can be expressed on the cellular surface of cancer cells, we have tried to find out the influence of H89 on the expression of these receptors on the surface of CT26 cells. As depicted in **Figure 5**, H89 significantly affected both PD-L1 (**Figure 5D**) and CD80 (**Figure 5E**) expression.

**Figure 5:**
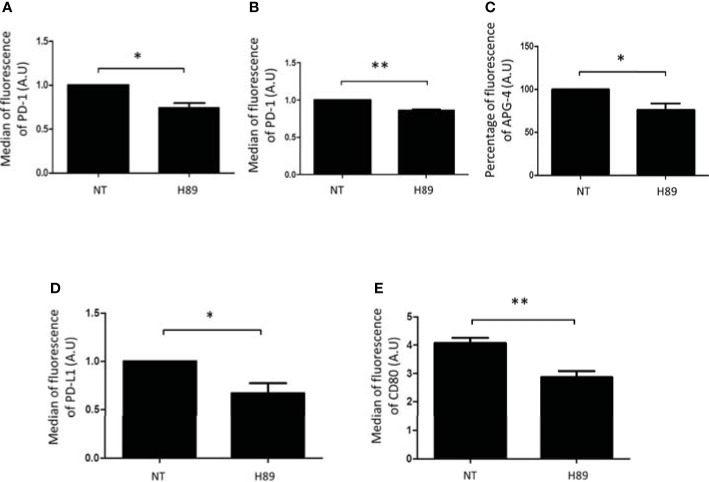
H89 modulates immunosuppressive receptors expressed either by T cells or colon cancer cells. Flow cytometry analysis of PD-1 expression on CD4^+^ T cells isolated from the spleen of BALB/c mice **(A)** or MOLT-4 cells **(B)** cells treated by H89 for 24 h (*n* = 3). Flow cytometry intracellular K^+^ detection using APG-4 probe on splenic CD4^+^ T cells treated by H89 for 2 h (*n* = 3) **(C)**. Flow cytometry analysis of PD-L1/CD80 expression on CT26 colon cancer cells treated by H89 for 24 h (*n* = 3) **(D, E)**. Statistically significant differences were determined by using a *t*-test: ^*^p ≤ 0.05; ^**^p ≤ 0.01.

### H89 Regulates Signaling Pathways Involved in Immune Cell Activation and Cancer Cell Growth

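The transcriptomic analysis used CT26 tumors, grown from a colon carcinoma line of the BALB/c strain, in BALB/c mice. The mice received 500000 cells under the skin and, from day 6, intraperitoneal injections 2 times a week of H89 at 10 mg/kg in NaCl or of NaCl. Tumors of 3 H89-treated and 3 NaCl mice were taken on day 14 after the injection of the cells. Total RNA of each tumor was sequenced on the BGISEQ-500 platform, and the authors deposited 1 table with a value for each of 23557 genes, listed by symbol, in each tumor. The table is called TPM, but no tumor's values summed to 1000000. In each tumor, 58.6% to 61.4% of the values above 0 lay within 0.01 of a whole number, and the values were therefore read as estimated read counts, scaled neither for library size nor for gene length. The total count was 29067921, 27067349 and 27883614 in NaCl tumors 1 to 3 (median 27883614) and 28548727, 31958793 and 30936962 in H89-treated tumors 1 to 3 (median 30936962). The aligner, the genome build and any filter on the reads are not named in the paper's text. The counts were rounded to whole numbers, and the 13118 genes with a mean of at least 0.5 counts per 1000000 (CPM) over the 6 tumors were tested. Library sizes were normalized by edgeR's TMM method, and the groups were compared by edgeR's quasi-likelihood test with treatment as the only term. A positive log2 fold change means a higher count in H89-treated tumors. The median log2 fold change over the tested genes was 0.004. For single genes, an exact two-sided permutation test of the mean log2(CPM + 0.5) was added, and the smallest p that it can give for 3 tumors against 3 is 0.1. Neither the labels nor the paper's text gives a sequencing batch or date.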

To further decipher the molecular mechanisms related to the antitumor effect of H89, CT26 tumors on day 14 postinjection were harvested for transcriptomic analysis. Analysis of the transcriptome profiling of CT26 tumors from H89-treated and untreated mice led to the selection of 69 genes significantly differentially expressed based on an absolute log fold-change greater than 1 and an adjusted *p*-value below 0.05 (**Supplementary Figure S3**). Among them, 7 genes were downregulated, and 62 were overexpressed in treated mice (**Supplementary Figure S3**). 

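Of the 13118 genes tested, 3285 had an unadjusted p under 0.05, and 347 of these also had an absolute log2 fold change above 1. With Benjamini-Hochberg adjustment, 208 genes had an adjusted p under 0.05, and 32 of these had an absolute log2 fold change above 1. With Bonferroni correction, which the paper's methods name, 0 genes passed. The smallest Bonferroni-adjusted p in edgeR's quasi-likelihood test was 0.0669, for Clk1, a gene singled out after its values were seen, with a log2 fold change of 0.77 and a higher CPM in each of the 3 H89-treated tumors than in any NaCl tumor. The 3 H89 values lay all above the 3 NaCl values for 1995 genes and all below them for 2030 genes, together 30.7% of the genes tested. Chance gives 10% on average over the splits into 3 and 3. Genes are not independent, so a single split can lie well above that average by chance. The share was not computed for the other splits. DESeq2's Wald test, which the paper names and which was run here after the data had been seen, raised the 2 adjusted counts most. It gave 183 genes with Benjamini-Hochberg adjustment and 29 with Bonferroni correction at the same threshold on the fold change. It was run on 18828 genes, without the filter of 0.5 CPM, and edgeR without a filter gave 57 and 1. With 1 tumor left out at a time, the number of genes past the Benjamini-Hochberg threshold and the fold change threshold lay between 0 and 8 in edgeR's test.

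**Figure D1:**
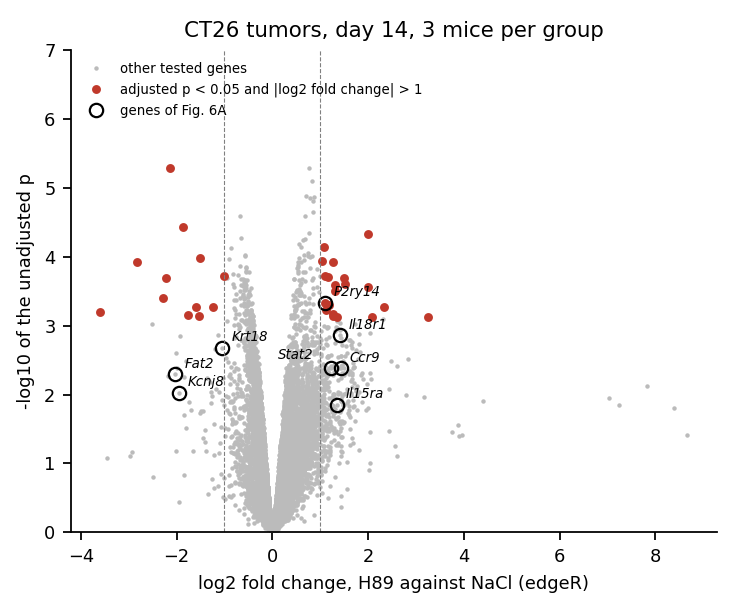
Log2 fold change (H89 against NaCl, x axis) and -log10 of the unadjusted p (y axis) of each of the 13118 genes tested with edgeR, 3 tumors per group. The 32 genes past the Benjamini-Hochberg threshold with an absolute log2 fold change above 1 are red, the dashed lines mark a log2 fold change of 1 in either direction, and of the 8 circled genes of Fig. 6A only P2ry14 is among the red ones.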

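Of the 32 genes past the Benjamini-Hochberg threshold with an absolute log2 fold change above 1, 20 were higher and 12 lower in H89-treated tumors. Of the 347 genes counted at the unadjusted p, 301 were higher and 46 lower. This split depended on the processing. Under quantile normalization with limma, 3 genes were higher and 11 lower at the Benjamini-Hochberg threshold, and 105 were higher and 44 lower at the unadjusted p. Limma without quantile normalization, run after the data had been seen, gave 20 and 12 with adjustment and 160 and 33 at the unadjusted p. Under the median ratio normalization in edgeR, 24 genes were higher and 12 lower with adjustment, near the split above. Tests other than edgeR's gave 135 and 27 (voom) and 153 and 30 (DESeq2, run after the data had been seen) with adjustment. The gene with the smallest p among those that fell by more than 1 on the log2 scale was Cdsn (corneodesmosin, chromosome 17 from 35552128 to 35557180 in GRCm38). Its CPM was 54.6 ± 13.6 (SD, n = 3 tumors) in NaCl and 12.4 ± 1.98 (SD, n = 3) in H89-treated tumors, a log2 fold change of -2.15 (standard error 0.20, edgeR Benjamini-Hochberg adjusted p = 0.0288). The next 4 by p were Cox6a2, Angptl6, Car6 and Dusp5, with log2 fold changes of -1.87, -1.51, -2.83 and -1.01 and an edgeR Benjamini-Hochberg adjusted p of 0.0407 each. Exons of Cox6a2, Angptl6 and Dusp5 overlap other annotated genes (Itgad, A230050P20Rik and AC137853.2). The estimated counts of Angptl6 lay up to 0.453 from a whole number, as happens where reads are divided between genes or transcripts. Those of Cox6a2 and Dusp5 were whole numbers in each tumor, which argues against divided reads for them. Reads counted whole on the wrong gene would leave no such sign. For each of these 5 genes, the 3 H89 values lay below the 3 NaCl values. Fits that left out 1 tumor have 2 tumors in a group and less power, so a lost call does not by itself show dependence on that tumor. The log2 fold changes stayed between -2.29 and -1.93 for Cdsn, -2.05 and -1.71 for Cox6a2, and -1.65 and -1.26 for Angptl6. They lay between -3.16 and -2.28 for Car6 and between -1.10 and -0.88 for Dusp5. Of the 6 fits that left out 1 tumor, Cdsn had an edgeR Benjamini-Hochberg adjusted p under 0.05 only without NaCl tumor 1 and without H89-treated tumor 3, and Car6 only without NaCl tumor 1. Cox6a2, Angptl6 and Dusp5 had none under 0.05 in these fits, with edgeR Benjamini-Hochberg adjusted p from 0.0667 to 0.142.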

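The immune genes that the paper names from this comparison were all higher in the 3 H89-treated tumors than in the 3 NaCl tumors (exact permutation test, p = 0.1 for each). Il15ra (ENSMUSG00000023206, chromosome 2 from 11705290 to 11734317 in GRCm38, as all positions here, from the GENCODE M21 annotation) had a CPM of 4.45 ± 2.39 (SD, n = 3 tumors) in NaCl and 11.3 ± 3.13 (SD, n = 3) in H89-treated tumors. Its log2 fold change was 1.34 (standard error 0.43, edgeR Benjamini-Hochberg adjusted p = 0.116), and 0.96 without NaCl tumor 3, which had the lowest CPM. Il18r1 (ENSMUSG00000026070, chromosome 1 from 40465552 to 40500854) rose from 2.01 ± 0.582 to 5.33 ± 1.35 CPM (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.29, edgeR Benjamini-Hochberg adjusted p = 0.0593). The estimated counts of Il18r1 and Ccr9 were not whole numbers, as happens where reads are shared between genes or transcripts. Stat2 (ENSMUSG00000040033, chromosome 10 from 128270559 to 128292849) was the most abundant of these genes, at 63.2 ± 20.3 CPM in NaCl and 148 ± 49.6 CPM in H89-treated tumors (SD, n = 3 each). Its log2 fold change was 1.23 (standard error 0.31, edgeR Benjamini-Hochberg adjusted p = 0.0800). Ccr9 (ENSMUSG00000029530, chromosome 9 from 123678439 to 123784330) was the least abundant, with 22 to 37 counts per NaCl tumor and 56 to 106 per H89-treated tumor, and its exons overlap Slc6a20a, AC165425.1 and Gm17200. Its log2 fold change was 1.43 (standard error 0.36, edgeR Benjamini-Hochberg adjusted p = 0.0800). P2ry14 (ENSMUSG00000036381, chromosome 3 from 59113855 to 59153618) rose from 4.31 ± 0.834 to 9.27 ± 1.30 CPM (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.19, edgeR Benjamini-Hochberg adjusted p = 0.0443). With 1 tumor left out, the edgeR Benjamini-Hochberg adjusted p of P2ry14 lay between 0.0667 and 0.142. Over all tested genes, P2ry14 was the only one of the 8 genes of Fig. 6A with an adjusted p under 0.05. Adjusted over the list alone, 8 of 8 were under 0.05, which is not independent evidence because the study chose the list on these tumors. With DESeq2's Wald test, all 8 had a Benjamini-Hochberg adjusted p under 0.05.

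**Figure D2:**
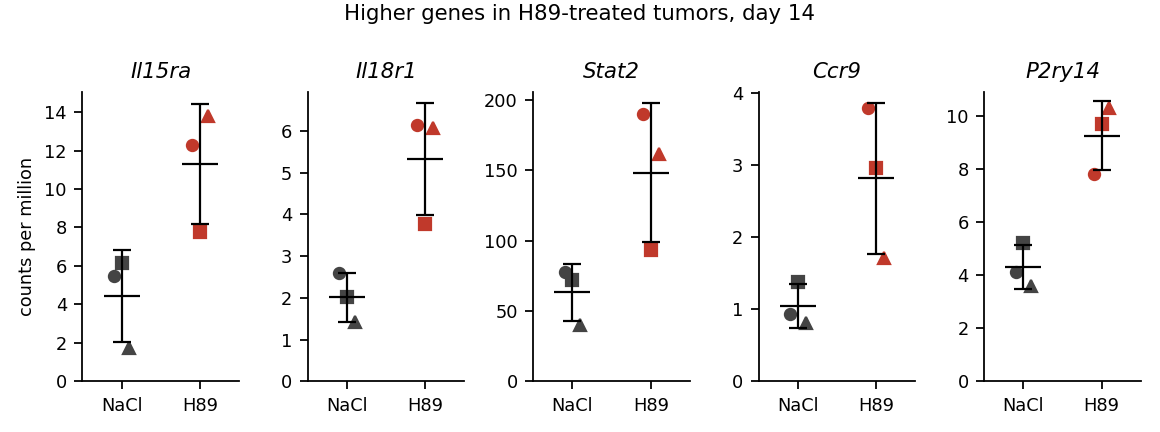
CPM (y axis, from 0) of Il15ra, Il18r1, Stat2, Ccr9 and P2ry14 in 3 NaCl and 3 H89-treated tumors (circle, square and triangle for tumors 1, 2 and 3), with the mean and SD. In each panel, every H89-treated tumor lies above every NaCl tumor, with the lowest H89 value of Ccr9 at 1.70 CPM against a highest NaCl value of 1.38 CPM, and of Stat2 at 93.5 against 77.9 CPM.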

Several genes significantly upregulated with H89 are related to immune function, such as IL-15RA, IL-18R1, STAT2, CCR9, and P2ry14, a G protein-coupled receptor. While some cancer-associated genes were downregulated, such as potassium channel 6.1 (Kir6.1), the atypical cadherin, FAT2, and keratin 18 (Krt18) (**Figure 6A**). Furthermore, GSEA analysis (FDR < 0.05) revealed distinct hallmark pathways between H89-treated (D14 of treatment) and untreated tumors, in particular, H89-mediated amplification of hallmarks of IFN-α and IFN-γ response (an antitumor phenotype) compared with untreated tumors with elevated protumoral hallmarks such as MYC pathway and oxidative phosphorylation (**Supplementary Figure S3B**).

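Kcnj8, the gene of Kir6.1 (ENSMUSG00000030247, chromosome 6 from 142564837 to 142571614), had a CPM of 6.90 ± 3.49 (SD, n = 3) in NaCl and 1.77 ± 1.25 (SD, n = 3) in H89-treated tumors, a log2 fold change of -1.95 (standard error 0.57, edgeR Benjamini-Hochberg adjusted p = 0.101). Fat2 (ENSMUSG00000055333, chromosome 11 from 55250609 to 55336564) fell from 5.69 ± 3.85 to 1.40 ± 0.139 CPM (SD, n = 3 each), a log2 fold change of -2.02 (standard error 0.53, edgeR Benjamini-Hochberg adjusted p = 0.0827). Krt18 (ENSMUSG00000023043, chromosome 15 from 102028180 to 102032027) fell from 16.7 ± 5.92 to 8.11 ± 0.311 CPM (SD, n = 3 each), a log2 fold change of -1.04 (standard error 0.23, edgeR Benjamini-Hochberg adjusted p = 0.0653). The 3 genes were lower in every H89-treated tumor than in every NaCl tumor (exact permutation test, p = 0.1 for each). NaCl tumor 3 had the highest value of each gene, and without it the log2 fold changes were -1.46 for Kcnj8, -1.44 for Fat2 and -0.71 for Krt18. The gap between groups was narrowest for Fat2, with 1.80 CPM in NaCl tumor 1 against 1.52 CPM in H89-treated tumor 2.

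**Figure D3:**
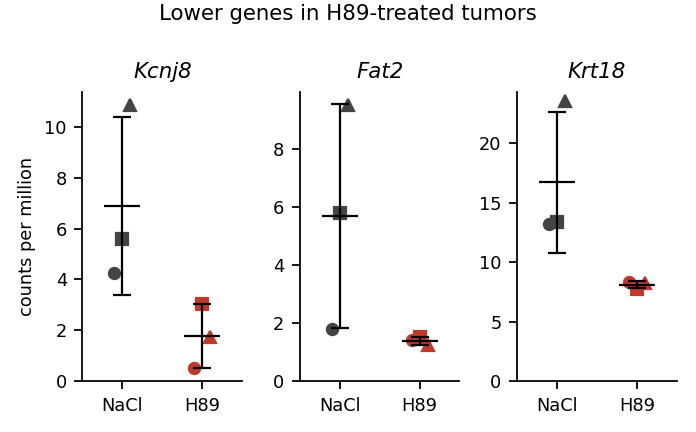
CPM (y axis, from 0) of Kcnj8, Fat2 and Krt18 in 3 NaCl and 3 H89-treated tumors (circle, square and triangle for tumors 1, 2 and 3), with the mean and SD. The triangle in NaCl, tumor 3, is the highest point of each panel.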

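The Hallmark lists were not analysed here. Lists of the same 4 themes, written from general knowledge, were tested by GSEA (fgsea) with the genes ranked by the signed statistic of edgeR's test, and each had a Benjamini-Hochberg adjusted p of 1e-10 over the 4 lists, the smallest p that the test was set to give. The interferon-alpha response list had a normalized enrichment score (NES) of 2.81, with 85 genes higher and 15 lower in H89-treated tumors and a median log2 fold change of 0.52. The interferon-gamma response list had an NES of 2.67, with 155 genes higher and 43 lower and a median log2 fold change of 0.38. The 2 interferon lists share 81 genes and hold 1 and 3 of the genes of Fig. 6A, and without those genes and Il15 the NES were 2.80 and 2.63. The MYC targets list had an NES of -2.65, with 46 genes higher and 161 lower and a median log2 fold change of -0.14, or -0.046 for the MYC targets list under quantile normalization. For the oxidative phosphorylation list the NES was -2.65 as well, with 22 genes higher and 119 lower. Its median log2 fold change was -0.14 and lay at -0.09 without H89-treated tumor 3 and at -0.21 without H89-treated tumor 1. The share of counts in protein-coding genes of the mitochondrial genome did not fall with this list. That share was 4.89%, 6.16% and 5.06% in NaCl tumors 1 to 3 and 11.1%, 10.0% and 4.94% in H89-treated tumors 1 to 3. GSEA permutes genes, which are not independent of each other, and the same lists were therefore also compared by tumor. The mean log2(CPM + 0.5) of the interferon-alpha list was 5.70 ± 0.32 in NaCl and 6.21 ± 0.33 in H89-treated tumors (SD, n = 3 each, exact permutation test, p = 0.3). That of the interferon-gamma list was 5.27 ± 0.26 and 5.70 ± 0.27 (SD, n = 3 each, exact permutation test, p = 0.2), and in both lists H89-treated tumor 2 lay within the range of the NaCl tumors. The MYC targets list was lower in every H89-treated tumor, at 7.20 ± 0.06 against 7.32 ± 0.05 (SD, n = 3 each, exact permutation test, p = 0.1), and the oxidative phosphorylation list was at 6.17 ± 0.12 against 6.31 ± 0.04 (SD, n = 3 each, exact permutation test, p = 0.2). Camera with its preset correlation between genes also put each list under an adjusted p of 0.05, while camera with an estimated correlation and fry each put 0 of 4 under it. At an unadjusted p under 0.05, camera with an estimated correlation had 0 of the lists and fry had 1, the MYC targets list. The paper's text gives the time of these tumors as day 14 of treatment beside its enrichment result and as day 14 after the injection of the cells elsewhere, as do the labels and the legend of Fig. 6A. From its own enrichment result, the paper states that H89 amplified the interferon responses, which it calls an antitumor phenotype, and that the untreated tumors had the elevated protumoral pathways.

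**Figure D4:**
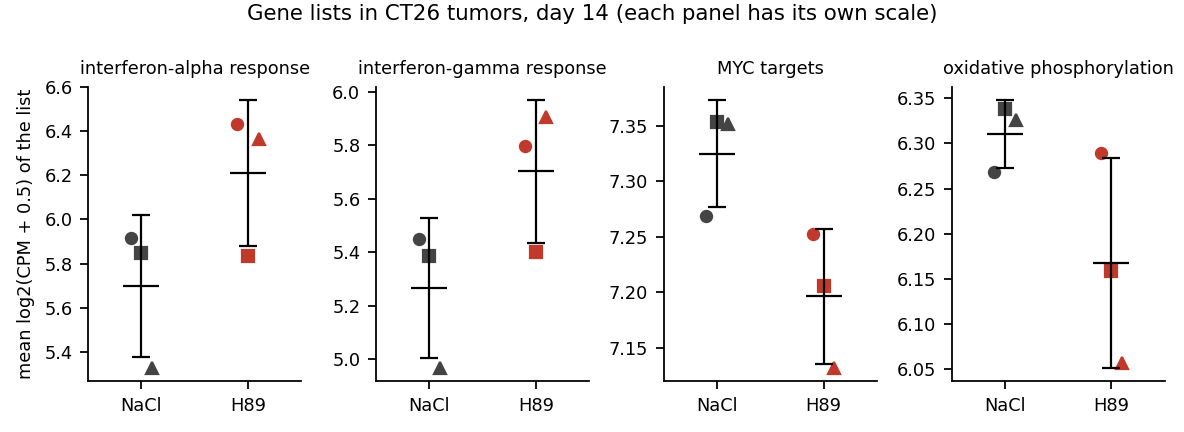
Mean log2(CPM + 0.5) over the genes of each list (y axis, with its own scale in each panel, not from 0) in 3 NaCl and 3 H89-treated tumors (circle, square and triangle for tumors 1, 2 and 3), with the mean and SD. The groups are apart in the MYC targets panel and overlap in the others.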

**Figure 6:**
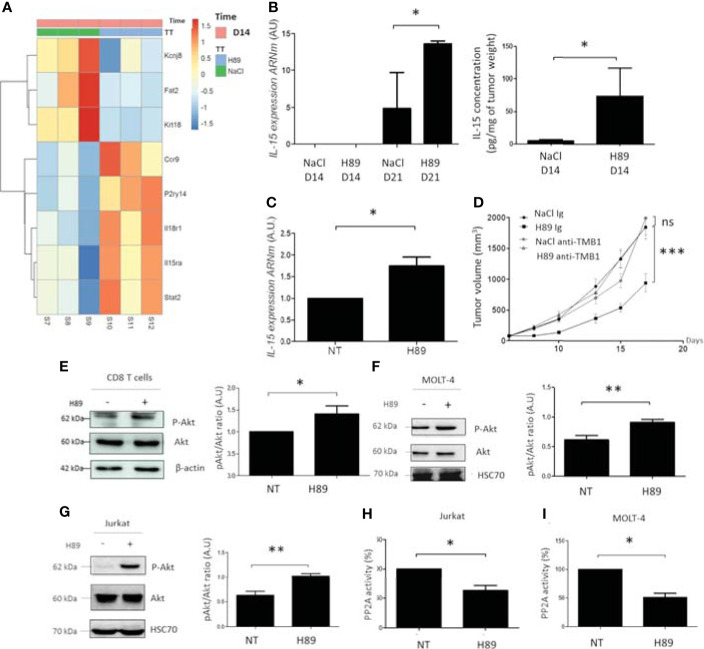
H89 regulates signaling pathways involved in immune cell activation and cancer cell growth. **(A)** RNAseq analysis were performed on CT26 solid tumors isolated from BALB/c mice treated or not (NaCl) with H89 (10 mg/kg, i.p.) at D14 after colon cancer cells injection (*n* = 3 mice/group). **(B)** RT-qPCR analysis of *IL-15* expression mRNA level at D14 and D21 after CT26 cancer cell injection into BALB/c mice (*n* = 3 mice/group) and ELISA analysis of IL-15 on tumor lysates ad D14 (*n* = 5 mice/group). **(C)** RT-qPCR analysis of *IL-15* expression mRNA level on CT26 cells treated *in vitro* with H89 for 24 h (*n* = 3). **(D)** CT26 tumor-bearing BALB/c mice (5 × 10^5^ CT26 cells in s.c.) were treated, or not (NaCl, i.p.), with H89 (10 mg/kg, i.p.) twice a week. Mice also received anti-TMB1 or control IgG injections once a week (50 µg in i.p.), and tumor growth was monitored three times a week (*n* = 7 mice/group). **(E–G)** Western blot analysis of Akt phosphorylation (P-Akt) after H89 treatment in CD8 T cells isolated from the spleen of BALB/c mice or MOLT-4 and Jurkat T cells (*n* = 5) **(H, I)** Quantification of the enzymatic activity of phosphatase PP2A in Jurkat and MOLT-4 T cells (*n* = 3). Statistically significant differences were determined by using two-way ANOVA **(D)** or a *t*-test **(B**, **C**, **E**–**I)**: ^*^p ≤ 0.05 (or 0.1 in **(B)** with 90% confidence level); ^**^p ≤ 0.01; ^***^p ≤ 0.001; n.s., nonsignificant results. RNAseq analysis was performed with the DESeq2 package using a Wald test.

Based on these transcriptomic data, we particularly focused our attention on the H89-mediated modulation of the IL-15/IL-15RA axis. 

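Il15 (ENSMUSG00000031712, chromosome 8 from 82331632 to 82403222 in GRCm38) was measured in the same tumors as Il15ra. Its CPM was 9.21, 7.83 and 6.03 in NaCl tumors 1 to 3 (mean 7.69 ± 1.59, SD) and 12.1, 7.90 and 14.9 in H89-treated tumors 1 to 3 (mean 11.6 ± 3.52, SD). The log2 fold change was 0.60 (standard error 0.25, edgeR Benjamini-Hochberg adjusted p = 0.195), with a range of 0.37 to 0.81 when 1 tumor was left out. H89-treated tumor 2 lay below NaCl tumor 1, so that the groups overlapped (exact permutation test, p = 0.2). The edgeR log2 fold change of Il15 was lowest without H89-treated tumor 3 and highest without H89-treated tumor 2. Across 19 alternative settings, the Benjamini-Hochberg adjusted p of Il15 lay between 0.138 and 0.433 (edgeR, limma or DESeq2).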

Interestingly, the IL-15/IL-15RA signaling pathway is important in the activation of immune cells, including CD8^+^ TLs, and is associated with a favorable prognosis in CRC (10, 28). We first tested whether H89 also induced IL-15 in addition to IL-15RA. We found that H89 increases both mRNA and protein levels of IL-15 in tumors (**Figure 6B**). IL-15 mRNA levels were also increased *in vitro* in CT26 treated with H89 for 24 h (**Figure 6C**). Furthermore, we investigated the involvement of the IL-15/IL-15RA pathway in H89-mediated tumor growth inhibition in CT26 tumor-bearing mice. We found that blocking IL-15 signaling with an anti-TMB1 antibody abrogated the antitumor effect of H89 (**Figure 6D**). Since the Akt signaling pathway is mainly under the control of IL-15 (29), this prompted us to assess the phosphorylation status of Akt. We found that H89 significantly increases the phosphorylation of Akt (at Ser 473) in CD8^+^ TLs (**Figure 6E**), MOLT-4 cells (CD8^+^-like phenotype) (**Figure 6F**), and Jurkat cells (CD4^+^-like phenotype) (**Figure 6G**). Since Akt is a target of the serine/threonine protein phosphatase 2A (PP2A) (30), we investigated whether H89-mediated phosphorylation of Akt could be associated with the inhibition of PP2A activity. We showed that H89 significantly reduces PP2A activity in Jurkat (**Figure 6H**) and MOLT-4 cells (**Figure 6I**).

## Discussion

Here, we demonstrate that the kinase inhibitor H89 not only delays the manifestation of tumors when used as a prophylactic intervention but also mediates therapeutic effects on established murine colorectal tumors. In the first setting, one can speculate that H89 could be used as adjuvant therapy after resection of the early stage of CRC. In such a situation, only conventional chemotherapies are used as adjuvants such as 5-FU and FOLFOX (31). The introduction of immunotherapy as an adjuvant in CRC treatment is currently under study in multiple registered clinical trials (31). In this context, H89 could be a new immunotherapy strategy in its use as an adjuvant in colon cancer. Indeed, it is able to prevent tumor growth probably dependent on NK cells. To our knowledge, few molecules have this potential. Recently, it has been shown that nicotinamide, a variant of vitamin B3, currently used as a nutritional supplement delays the development of mammary carcinogenesis through NK activation (32). In our case, nothing excludes the involvement of myeloid cells such as monocytes/macrophages in this preventive effect of H89. Our results also showed that H89 exerts an antitumor effect on two models of murine CRC, with is more pronounced in one than in the other. This could be related to the microsatellite stability or instability caused by the DNA mismatch repair (MMR) system. In our case, the less-sensitive tumors are microsatellite stable (MSS), and in our hypothesis, the more sensitive could have a microsatellite instability (MSI) status, a phenotype that should be demonstrated. Concerning the therapeutic effect of H89, it depends on CD8^+^ TLs, suggesting that this kinase inhibitor is endowed with immunomodulatory activity, which is involved in its antitumor effect. Besides its antitumor effect, H89 can also potentiate the therapeutic efficacy of standard chemotherapy in the treatment of colon cancer, namely 5-FU. Our results are consistent with data showing that the use of multikinase inhibitors, e.g., regorafenib exhibits antitumor and immunomodulatory properties (33, 34). Unlike the very low number of the small molecules multikinase inhibitors tested against CRC, a myriad of other small molecules directed selected kinases involved in various pathways mediating the initiation, progression, and migration of CRC are currently being explored [for review (35)]. It is worthy to note that H89 inhibits tumor growth of CT26 cells, which is well known to share molecular features with aggressive, undifferentiated, refractory human colorectal carcinoma cells (36). During this study, we discovered that H89 acts as a therapeutic agent by the activation of the antitumor immune response. Thus, it is efficient to recruit within tumors CD8^+^ and Th1 TLs, probably by its ability to induce the chemokine CXCL10, but it alleviates the presence of T_regs_ in TME. Although we have not demonstrated whether CXCL10 is at the origin of these latter lymphocytic traffics, it is well known to be a chemokine that plays a key role in the recruitment of CD8^+^ and Th1 cells (37). Given the fact that the antitumor effect of H89 is accompanied by the recruitment of helper 1 and cytotoxic (CD8^+^) T lymphocytes, H89 could constitute a strategy to make cold colonic tumors (characterized by little immune infiltrate) hot or warm tumors (infiltrated by effector T cells). This situation could increase the antitumor response of certain nonimmunogenic chemotherapies.

In this report, we also observed that H89 not only induces the recruitment of CD8^+^ and CD4^+^ T cells at the tumor site but also allows their activation, attested by, e.g., the proinflammatory cytokine IFN-γ induction, emphasizing the establishment of immune protection against tumor development. Such immune signature (tumor infiltration and activation of CD8^+^ T cells) has been considered a powerful factor that predicts favorable prognosis in colorectal cancer patients (10, 11, 38, 39). However, it is questionable whether H89 has an anti-inflammatory function (prevention of chemically induced carcinogenesis) or a proinflammatory function (by inducing IFN-γ). In our case, H89 induced IFN-γ (a proinflammatory cytokine essentially secreted by TLs and NK cells) which can induce an antitumor effect, unlike proinflammatory cytokines released by, e.g., neutrophils or monocytes, involved in inflammatory bowel disease (IBD) (for review: 40). Our results also revealed that the involvement of an adaptive response of the antitumor effect of H89 may be related to its ability to reduce the expression of PD-L1 and CD80 on cancer cells. Results observed for CD80 lead us to ask whether CD80 plays as an inhibitor or activator co-factor. Our hypothesis that CD80 functions as an inhibitor is based on data reported by Tirapu et al. (41). The authors showed that the silencing of CD80 by RNA interference led to the loss of tumorigenicity of CT26 tumor cells in immunocompetent mice, but not in immunodeficient mice. Further, CT26 tumor cells bind CTLA-4Ig, but much more faintly with a similar CD28Ig chimeric protein, thus providing an explanation for the dominant inhibitory effects on tumor immunity displayed by CD80. In our case, reduced expression of CD80 on tumor cells by H89 may reduce the tumor-mediated exhaustion of both CD4^+^ and CD8^+^ TLs. Relief of exhaustion in TILs in CRC remains a challenge. Most CRC patients poorly respond to ICP blockers, well known to regulate the exhaustion stage of TILs. However, it has been reported that standard chemotherapy for CRC treatments such as 5-FU or oxaliplatin alone or combined modulate the level of exhaustion of TILs attested by exhibited higher effector function to reduce tumor burden (42, 43).

We have shown in this study that the combination of H89 and 5-FU improves their antitumor effect compared with the effect of each other used alone. However, we do not know whether this effect is attributed to a better antitumor immune response or to a direct influence on tumor cell growth.

Our results suggest that H89 can act directly on the tumor cell not by inducing their death as we have previously shown (22) but by making them more immunogenic. Indeed, we showed that H89 increases the mRNA and protein expression of IL-15 *in vitro* on CT26 cells and IL-15RA mRNA at the site of tumors, a signaling pathway that can promote the activation of CD8^+^ TLs and NK cells as previously reported (29, 44). We noted that there is a mismatch in the expression of mRNA versus protein in 14- and 21-day tumors. Such difference seems to be related to a transient expression of mRNA and stability in the protein expression, as reported by Harnik et al. (45). In our case, IL-15/IL-15RA was found to be involved in the antitumor activity of H89, probably by the efficacy of H89 to the expression of IL-15 and its receptor IL-15RA. This later is frequently downregulated in cancer patients, reducing the efficacy of IL-15-based treatments, hence the development of other strategies such as IL-15 superagonist receptor-linker–IL-15 (RLI), designed to bypass the need for endogenous IL-15RA, as a promising approach to stimulate host immunity (44). The advantage of the use of H89 compared to the later treatment strategies is the ability of H89 to increase the expression of both IL-15 and IL-15RA and leads to better activation of an antitumor immune response. Another evidence of a possible direct effect of H89 on cancer cells is its ability to reduce the transcripts of certain tumor markers, such as keratin 18 (Krt18) and atypical cadherin (FAT2). Of note, Krt18 is correlated with the malignant status and acts as an oncogene in colorectal cancer (46) as for FAT2, an independent prognostic factor for the poor prognosis of gastric carcinoma (47). Furthermore, H89 affects the expression of PD-L1 on cancer cells, which contributes to cancer immune evasion. Thus, by its ability to reduce the expression of these proteins, H89 can also make cancer cells more permissive to an antitumor immune response that it also activates. In summary, we discovered that the kinase inhibitor H89 is efficient at either preventing colon oncogenesis or inhibiting various mouse models of colon tumors established in immunocompetent hosts. Such effects are due to H89-mediated re-establishing of NK- and T-cell-dependent immunosurveillance, respectively, making H89 a potential strategy for the prevention and treatment of colon cancer.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/GSE197598.

## Ethics Statement

The animal study was reviewed and approved by C2EA Grand Campus Dijon No. 105.

## Author Contributions

SG planned and carried out the experiments, performed the analysis and interpretation, drafted the manuscript, and designed all the figures and wrote their captions. CR carried out experiments, analysis, interpretation, and revised the manuscript. NM contributed to the experiments. JS performed the RNAseq experiments. EG contributed to the experiments. EB performed the RNAseq analyses. CT performed the RNAseq analyses. LC performed the RNAseq experiments. FV contributed to the design of an *ex vivo* experiment and revised the manuscript. CP contributed to the design of an *in vivo* experiment and revised the manuscript. SP and AB designed and directed the project. The main text of the manuscript was written by AB and SP helped to edit the manuscript. All the authors revised the last version of the manuscript. All authors listed have made a substantial, direct, and intellectual contribution to the work and approved it for publication.

## Funding

This work was supported by the “La Ligue Contre le Cancer–Conférence de Coordination InterRégionale Est (CCIR Est) under grant No. 2021-0093; the Department of Genetic Medicine, Weill Cornell Medicine-Qatar (Qatar Foundation, Doha, Qatar) under grant No. NRP9-459-3-090; and the University of Burgundy and EPHE.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Protein Kinase Inhibitor-Mediated Immunoprophylactic and Immunotherapeutic Control of Colon Cancer
**Source:** Front Immunol. 2022 Apr 28;13:875764. doi: 10.3389/fimmu.2022.875764
**Supplement:** Supplementary file 7

Supplementary table S1. RT-qPCR primers

| Primers<br>(mouse)            | Forward                          | Reverse                        |
|-------------------------------|----------------------------------|--------------------------------|
| <i>Cxcl10</i>                 | AGA ACG GTG CGC TGC AC           | CCT ATG GCC CTG GGT CTC A      |
| <i>IFN<math>\gamma</math></i> | GAGCTCATTGAATGCTTGGC             | GCGTCATTGAATCACACCTG           |
| <i>Tbet</i>                   | GCCAGGGAACCGCTTATATG             | GACGATCATCTGGGTCACATTGT        |
| <i>FoxP3</i>                  | CCTATGGCTCCTTCCTTGGC             | ATGAAGTGTGGTCTGTCCTGG          |
| <i>IL-15</i>                  | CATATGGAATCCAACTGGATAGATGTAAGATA | CATATGCTCGAGGGACGTGTTGATGAACAT |

# Supplementary material for: Protein Kinase Inhibitor-Mediated Immunoprophylactic and Immunotherapeutic Control of Colon Cancer
**Source:** Front Immunol. 2022 Apr 28;13:875764. doi: 10.3389/fimmu.2022.875764
**Supplement:** Supplementary file 8

*Supplementary table S2. Flow cytometry antibodies for CD4<sup>+</sup> TLs populations characterisation*

| Antibodies                      | References              |
|---------------------------------|-------------------------|
| CD45 VioGreen (clone REA737)    | Miltenyi (130-110-803)  |
| CD4 FITC (clone RM4-4)          | BD Pharmingen™ (553055) |
| CD25 BV605 (clone PC61)         | BioLegend (102035)      |
| CD127 PerCP/Cy5.5 (clone A7R34) | BioLegend (135021)      |
| CxCr5 BV421 (clone L138D7)      | BioLegend (145511)      |
| ST2(IL-33R) PE (clone DJ8)      | Mdbioproducs (101001PE) |
| CCR6 PE-Vio (clone REA277)      | Miltenyi (130-103-818)  |
| CxCr3 APC (clone REA724)        | Miltenyi (130-111-088)  |
| PD-1 APC/Cy7 (clone 29F.1A12)   | BioLegend (135223)      |

# Supplementary material for: Protein Kinase Inhibitor-Mediated Immunoprophylactic and Immunotherapeutic Control of Colon Cancer
**Source:** Front Immunol. 2022 Apr 28;13:875764. doi: 10.3389/fimmu.2022.875764
**Supplement:** Supplementary file 9

*Supplementary table S3. Flow cytometry antibodies for CD8<sup>+</sup> T cells characterisation*

| Antibodies                      | References         |
|---------------------------------|--------------------|
| CD45 Pacific Blue (clone 30F11) | BioLegend (103126) |
| CD44 BV 605 (clone IM7)         | BioLegend (103047) |
| CD3 FITC (clone 145-2C11)       | BioLegend (100306) |
| CD8a PerCP/Cy5.5 (clone 53-6.7) | BioLegend (100734) |
| CD62L APC (clone MEL-14)        | BioLegend (104411) |

# Supplementary material for: Protein Kinase Inhibitor-Mediated Immunoprophylactic and Immunotherapeutic Control of Colon Cancer
**Source:** Front Immunol. 2022 Apr 28;13:875764. doi: 10.3389/fimmu.2022.875764
**Supplement:** Supplementary file 10

*Supplementary table S4. Flow cytometry antibodies for CD8<sup>+</sup> and CD4<sup>+</sup> T cells intracellular staining.*

| Antibodies                             | References              |
|----------------------------------------|-------------------------|
| CD45 VioGreen (clone REA737)           | Miltenyi (130-110-803)  |
| CD4 FITC (clone RM4-4)                 | BD Pharmingen™ (553055) |
| CD8a PerCP/Cy5.5 (clone 53-6.7)        | BioLegend (100734)      |
| IFN $\gamma$ PE/Cy7 (clone XMG1.2)     | BD Biosciences (557649) |
| Granzyme B APC-Fire750 (clone QA16A02) | BioLegend (372210)      |

# Supplementary material for: Protein Kinase Inhibitor-Mediated Immunoprophylactic and Immunotherapeutic Control of Colon Cancer
**Source:** Front Immunol. 2022 Apr 28;13:875764. doi: 10.3389/fimmu.2022.875764
**Supplement:** Supplementary file 11

*Supplementary table S5. Flow cytometry antibodies for PD-1, PD-L1 and CD80 labeling*

| Antibodies                         | References          |
|------------------------------------|---------------------|
| PD-1 Pacific Blue (clone EH12.2H7) | BioLegend (329915)  |
| PD-1 APC/Cy7 (clone 29F.1A12)      | BioLegend (135223)  |
| PD-L1 APC (clone 10F9G2)           | Invitrogen (A14929) |
| CD80 FITC (clone 16-10A1)          | BioLegend (104706)  |

How the deposited data were processed for this re-analysis (not part of the article)

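Bulk RNA sequencing of CT26 tumors was analysed, with 3 tumors of NaCl mice and 3 tumors of mice treated with H89 at 10 mg/kg, all taken on day 14 after the injection of 500000 cells. Each tumor's condition and replicate number came from the sample labels, and the dose and schedule from the paper's methods and the legend of Fig. 6A. The authors extracted total RNA from frozen tumors, had it sequenced on the BGISEQ-500 platform, and deposited 1 table of 6 tumors by 23557 genes. The deposited values are estimated counts per gene: they are not scaled for library size or gene length, although the table is called TPM. This was read from the values, since each tumor's values summed to between 27067349 and 31958793, where TPM would sum to 1000000. The paper's text does not name the aligner or quantifier, the genome build, the annotation or a filter, and the authors' own comparison used DESeq2 with Bonferroni correction and GSEA on Hallmark lists with clusterProfiler. No value was below 0 and no value was missing, and 4612 genes were at 0 in all 6 tumors. A record of the table's columns names 1008 genes one by one, and the other 22549 gene columns were read in the same way. Of the 23557 symbols, 23007 matched GENCODE M21 and 23502 matched RefSeq for GRCm38.p6. Positions and overlaps of genes are those of GENCODE M21 on GRCm38, by symbol, and not necessarily those of the authors' annotation.

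The estimated counts were rounded to whole numbers. Genes with a mean of at least 0.5 counts per 1000000 (CPM) over the 6 tumors, 13118 in number, were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, glmQLFit and glmQLFTest, treatment as the only term, and log2 fold changes of H89 against NaCl. The standard error is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. The plan had named limma on log2(TPM + 0.5) in case the table held TPM and edgeR in case it held counts, and the filter planned for TPM was applied to CPM. Genes were counted at an absolute log2 fold change above 1 with a Bonferroni-adjusted p, a Benjamini-Hochberg adjusted p or an unadjusted p under 0.05. For single genes and for list means, an exact two-sided permutation test over the 10 splits of the 6 tumors into 3 and 3 was run, whose smallest p is 0.1. At these totals, 1 count is less than 0.1 CPM. Counting error was not measured apart from the spread between tumors. It may be as large as that spread where tumors differ little, as for Grk3 in NaCl and Krt18 in H89-treated tumors. It weighs most on the least abundant genes named, such as Ccr9 and Ifng, and 3 tumors per group limit the precision.

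The plan, the gene lists and the alternatives were written before the data were examined, apart from those named below as later. The genes named are the 8 of Fig. 6A, the 11 that the paper measures by RT-qPCR, ELISA or flow cytometry, and, in each direction, the 5 genes with the smallest p among those that pass the filter, have an absolute log2 fold change above 1 and do not overlap between groups. The Hallmark lists were not at hand, so 4 lists (interferon-alpha response, interferon-gamma response, MYC targets, oxidative phosphorylation) were written from general knowledge. They were tested with fgsea 1.28.0 (multilevel, random seed 20220428, genes ranked by the signed square root of the F statistic, Benjamini-Hochberg adjustment over the 4). In the same way, 17 lists of cell type, proliferation and hypoxia genes were written and tested with adjustment over the 17: keratinocyte, skeletal muscle, adipocyte, pericyte and smooth muscle, endothelial, fibroblast, T cell, cytotoxic lymphocyte, B cell, plasmacytoid dendritic cell, macrophage, conventional dendritic cell, neutrophil, erythroid, proliferation, hypoxia and CT26 tumor cell. A list of 40 splicing regulator genes came later, written after the 40 genes with the smallest p had been seen, 9 of which it holds, and lists of immediate early, heat shock, CREB target and cold-induced genes were written after the data had been seen but before the values of those lists.

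The alternatives were no filter, a mean of at least 5 CPM, the median ratio normalization, quantile normalization with limma 3.58.1, a quasi-likelihood fit without the abundance trend or with the robust option, voom with array weights, pseudocounts of 1 and 0.1 in a limma fit, the replicate number as a block, and each tumor left out in turn. For the lists, GSEA ranked by log2 fold change, camera with a preset correlation of 0.01 or an estimated one, fry, and interferon lists without the genes of Fig. 6A and Il15 were added. A pseudocount has no counterpart in the count test, so it was varied in limma on log2(CPM + pseudocount). Further alternatives were chosen after the data had been seen. DESeq2 1.42.0 (Wald test, its own size factors, independent filtering as by default) was run on 18828 genes, without the filter on CPM. The others were limma on log2(CPM + 0.5) and a loess correction (span 0.3) of each tumor's log CPM for transcript GC content and length. The correction had values for 12920 of the tested genes (98.5%). The other splits of the tumors into 3 and 3, 10 with the real one, were fitted in the same way. Python 3.11.15 with numpy 2.4.6 read the table and matplotlib 3.10.9 drew the plots.

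The fits were tested on simulated data with the tumors' own library sizes and 200 genes changed by known fold changes. Each change was beyond 1 in absolute value on the log2 scale, so recovery of smaller changes was not tested. In the edgeR step 13032 genes were tested, 197 of them changed, and 92.4% of these were recovered at the Benjamini-Hochberg threshold with 13 false calls, and 73.1% at the Bonferroni threshold with 0 false calls. In the DESeq2 step, 92.0% of 200 were recovered with 30 false calls, and 86.5% with 7 false calls. The limma step recovered 91.4% of 197 at the Benjamini-Hochberg threshold with 11 false calls. In the list test, a shifted list of 149 genes had an NES of 3.67, and an unchanged list of 148 genes had an adjusted p of 0.609 in fgsea. The simulated genes were drawn independently of each other, so this test could not show false calls from genes that vary together. The RT-qPCR, ELISA, flow cytometry, western blot and tumor growth data of the paper were not analysed here.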

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

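The tests of reads shared between related genes and the correction for GC content and transcript length were chosen only after the results were seen. The 5 genes below are the most clearly raised of those the paper does not discuss, by the rule on p given above. Each was higher in every H89-treated tumor than in every NaCl tumor (exact permutation test, p = 0.1 for each), and each had an edgeR Benjamini-Hochberg adjusted p of 0.0407. Over the 13118 genes tested, the groups did not overlap for 30.7%, where chance gives 10% on average over the splits. This share was not computed for the other splits, and genes that vary together can raise it by chance. Of the 10 splits of the 6 tumors, 1, the real one, gave as many as 32 genes past the Benjamini-Hochberg threshold with an absolute log2 fold change above 1. With 10 splits no share under 0.1 is possible, so an effect of treatment and a chance difference between tumors cannot be told apart for this count.

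F830016B08Rik (chromosome 18 from 60293380 to 60303016) had a CPM of 4.40 ± 1.26 in NaCl and 17.6 ± 3.83 in H89-treated tumors (SD, n = 3 each), a log2 fold change of 2.00 (standard error 0.25). Sned1 (chromosome 1 from 93235841 to 93301065) had 5.98 ± 0.631 and 12.6 ± 1.13 CPM (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.14). Naip6 and Naip5 lie side by side on chromosome 13 (from 100281121 to 100317674 and from 100211739 to 100246323). Naip6 had 4.62 ± 0.436 and 9.41 ± 0.617 CPM, a log2 fold change of 1.03 (standard error 0.15), and Naip5 had 5.56 ± 1.03 and 12.0 ± 1.07 CPM, a log2 fold change of 1.10 (standard error 0.17; SD, n = 3 each). Grk3 (chromosome 5 from 112910482 to 113015791) had 1.76 ± 0.0909 and 4.21 ± 0.125 CPM (SD, n = 3 each), a log2 fold change of 1.26 (standard error 0.18).

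Reads of related genes can be counted on the wrong one. The estimated counts of all 5 genes lay up to 0.404 to 0.495 from a whole number, as happens where reads are divided between genes or transcripts, and exons of Sned1 overlap Mterf4 and Mir6901. If reads had only moved between the paralogs Naip1, Naip2, Naip5 and Naip6, their summed CPM would be the same in both groups. It was 38.0 ± 3.23 in NaCl and 51.3 ± 3.26 in H89-treated tumors (SD, n = 3 each), a log2 ratio of 0.43 with all 3 H89 values above the NaCl values, which argues against that as the whole cause. Naip2 alone had a log2 fold change of 0.10, and which paralog gave rise to the added reads remains uncertain. For F830016B08Rik and the related Gm4951 and Iigp1, the sum was 88.6 ± 46.6 and 269 ± 108 CPM (SD, n = 3 each), a log2 ratio of 1.60. Iigp1 made up most of this sum, and Gm4951 and Iigp1 rose too, with log2 fold changes of 1.38 and 1.61. Reads of a rising Iigp1 or Gm4951 counted on F830016B08Rik would also raise the sum, so such reads and a rise of F830016B08Rik itself cannot be told apart. For Sned1 and Grk3 no such test was run.

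All 5 genes stayed higher under another scaling of the libraries: the log2 fold changes under quantile normalization were 1.77 for F830016B08Rik, 0.91 for Sned1, 0.82 for Naip6, 0.86 for Grk3 and 0.94 for Naip5. After the correction for GC content and transcript length they were 1.81, 1.14, 0.90, 1.27 and 1.00 in the same order, which argues against this trend as the whole cause. The Grk3 log2 fold change lost its call under quantile normalization (limma Benjamini-Hochberg adjusted p = 0.0525), and the Naip5 log2 fold change after the correction (edgeR Benjamini-Hochberg adjusted p = 0.0518). Over all alternatives the Benjamini-Hochberg adjusted p of F830016B08Rik lay between 6.46e-12 and 0.130, of Sned1 between 6.95e-07 and 0.142, of Naip6 between 1.23e-05 and 0.142, of Grk3 between 0.000124 and 0.142 and of Naip5 between 5.90e-06 and 0.142 (edgeR, limma or DESeq2). Without any 1 of the 6 tumors, none of the 5 genes kept an edgeR Benjamini-Hochberg adjusted p under 0.05, with 0.0667 as the lowest value, while each log2 fold change stayed above 0.97. An effect of H89 on these genes may stand behind the difference, and so may a change in the cells that make up the tumors. Neither was tested for these 5 genes, and a sequencing or dissection batch is not recorded.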

How the results depend on the processing

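DESeq2's Wald test, limma on log2(CPM + 0.5) and the correction for GC content and transcript length were chosen only after the results were seen. The values below are those that left their side of a threshold, changed direction or, for a count, moved by more than 1.5 times, and the cause was not tested unless it is named. The directions of the 8 genes of Fig. 6A and of the 4 pathway lists held under every alternative that fits each gene or ranks the genes. The size did not: the median log2 fold change of the MYC targets list was -0.046 under quantile normalization (fgsea Benjamini-Hochberg adjusted p = 0.00286) against -0.14, and those of the interferon-alpha response list and the interferon-gamma response list were 0.27 and 0.23 under voom against 0.52 and 0.38. The number of the 4 lists past an adjusted p of 0.05 was 4 under each such alternative as well.

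With an absolute log2 fold change above 1, the number of genes past the Bonferroni threshold (0, with 347 at an unadjusted p under 0.05) was 1 without a filter, 1 under voom with array weights and 29 with DESeq2. At the Benjamini-Hochberg threshold (32 genes), it was 57 without a filter, 17 with a mean of at least 5 CPM, 14 under quantile normalization, 162 under voom, 17 with a pseudocount of 1 and 183 with DESeq2. Of the 32 genes, 32, 16, 14, 28, 15 and 31 were among those. At an unadjusted p (347 genes), it was 669 without a filter, where 18837 genes were tested, 110 with a mean of at least 5 CPM, 149 under quantile normalization, 123 with a pseudocount of 1 and 193 with limma on log2(CPM + 0.5). Fewer genes tested leave fewer to pass at a mean of at least 5 CPM, and a pseudocount shrinks the fold changes of genes with few counts. Of the 8 genes of Fig. 6A, the number with a Benjamini-Hochberg adjusted p under 0.05 (1) was 3 without a filter, 0 under quantile normalization, 2 under the robust variance model, 4 under voom and 8 with DESeq2. Of the 11 genes measured by other assays, the number (0, with 6 at an unadjusted p under 0.05) was 1 with DESeq2, for Pdcd1.

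Across the 6 fits that each left out 1 tumor, 0 to 3 genes passed the Bonferroni threshold, 0 to 8 the Benjamini-Hochberg threshold and 262 to 524 an unadjusted p under 0.05. Without H89-treated tumor 3 the first 2 counts were 3 and 8, without NaCl tumor 1 they were 0 and 2, and without each other tumor 0 and 0. The 524 genes came without NaCl tumor 1. Of the 8 genes of Fig. 6A, 0 to 0 passed with Benjamini-Hochberg adjustment, and of the 17 cell type lists 4 to 10, with 4 without NaCl tumor 2, against 7 with all tumors. These fits have 2 tumors in a group and therefore less power. For the 4 pathway lists, 4 to 4 passed.

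Methods that allow for the correlation between genes changed the pathway lists. Camera with an estimated correlation gave 0 of 4 lists, with Benjamini-Hochberg adjusted p of 0.322 for the interferon-alpha response list, 0.322 for the interferon-gamma response list, 0.322 for the MYC targets list and 0.328 for the oxidative phosphorylation list. Fry gave 0 of 4, with a Benjamini-Hochberg adjusted p of 0.120 for each list. Over all alternatives the adjusted p of these lists lay between 1.17e-13, in camera with its preset correlation for the interferon-alpha response list, and 0.328. The number at an unadjusted p under 0.05 was 0 in camera with an estimated correlation and 1 in fry. The construction of these 2 tests, which measure the correlation between genes over the 6 tumors, allows for what GSEA over permuted genes leaves out.

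The replicate numbers did not pair the tumors: the correlation of the deviations from the group means between tumors of 1 number was 0.126, 0.041 and -0.041 for numbers 1, 2 and 3. With the replicate block in the model, 0 genes passed the Benjamini-Hochberg threshold, 325 had an unadjusted p under 0.05, and 0 of the 8 genes of Fig. 6A passed. The block takes up degrees of freedom, and these counts are no measure of the size of the effect. The erythroid list turned to a lower NES with the block (fgsea Benjamini-Hochberg adjusted p = 0.385), and the conventional dendritic cell list no longer passed the threshold (0.103, with a median log2 fold change of 0.80).

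The other results that turned were cell type lists by the sign of the NES, none of them past an adjusted p of 0.05 in the edgeR fit with all tumors and the filter of 0.5 CPM, and Cd80. Cd80 had a log2 fold change of -0.024 under quantile normalization, and -0.025 to 0.17 across the fits that left out 1 tumor (lowest without NaCl tumor 1), against 0.078. Without a filter, the keratinocyte, macrophage, erythroid and hypoxia lists turned (fgsea Benjamini-Hochberg adjusted p = 0.986, 0.998, 0.986 and 0.998). With a mean of at least 5 CPM, where fewer genes of each list are tested, the skeletal muscle and neutrophil lists did (fgsea Benjamini-Hochberg adjusted p = 0.0440 and 0.626), so that the skeletal muscle list passed the threshold as a lower list. The pericyte, macrophage and erythroid lists turned under voom (fgsea Benjamini-Hochberg adjusted p = 0.977, 0.977 and 0.357). With DESeq2 the macrophage and hypoxia lists did (fgsea Benjamini-Hochberg adjusted p = 0.961 for both), and after the correction for GC content and length the proliferation list (0.926). The erythroid list also turned under quantile normalization, with pseudocounts of 1 and 0.1, and in limma on log2(CPM + 0.5) (fgsea Benjamini-Hochberg adjusted p = 0.509, 0.663, 0.552 and 0.479).

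With 1 tumor left out, 9 results turned in at least 1 fit, and the ranges of their fgsea Benjamini-Hochberg adjusted p were 0.301 to 0.998 (macrophage), 0.00705 to 0.725 (erythroid, lowest without H89-treated tumor 3), 0.146 to 0.954 (hypoxia), 0.156 to 0.972 (pericyte), 0.0194 to 0.702 (skeletal muscle, lowest without H89-treated tumor 3), 0.127 to 0.680 (plasmacytoid dendritic cell), 0.00860 to 0.993 (neutrophil, lowest without H89-treated tumor 3) and 0.314 to 0.993 (proliferation), with Cd80 as the last. Apart from these, single genes crossed the threshold 14 times to a smaller and 16 times to a larger adjusted p under the other alternatives, and 63 times to a larger one with a tumor left out. The cell type lists crossed it 2 and 7 times under the other alternatives, and 3 and 10 times with a tumor left out.

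Depth limits the least abundant genes: Ifng had 2 counts in NaCl tumor 3. Its log2 fold change lay between 0.86 and 2.07 with 1 tumor left out. That range cannot be put down to depth alone, since Gzmb, with at least 175 counts in each tumor, ranged from 0.016 to 1.38.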

Differences from the paper's values

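No test below was chosen after the values were seen, apart from DESeq2's Wald test, limma on log2(CPM + 0.5) and the correction for GC content and transcript length. The paper reports 69 differentially expressed genes, 62 higher and 7 lower in H89-treated tumors (the paper's values), with Bonferroni correction. Here, edgeR with Bonferroni correction and an absolute log2 fold change above 1 gave 0, 0 and 0 genes, against 347, 301 and 46 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap for any of the 3 Bonferroni counts. DESeq2's Wald test, chosen after seeing the values although the paper's methods name it, gave 29, 20 and 9 genes with Bonferroni correction, of which the count of lower genes, 9, came within 1.5 times the paper's 7.

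With Benjamini-Hochberg adjustment in place of Bonferroni correction, edgeR gave 32 genes, 20 higher and 12 lower, against the paper's 69, 62 and 7. Of the alternatives set before the data were examined, the test without a filter, at 57 genes in all, came within 1.5 times the paper's 69. For the lower genes, a mean of at least 5 CPM, at 5, and a pseudocount of 1 with limma, at 8, came within 1.5 times the paper's 7, as did the correction for GC content and transcript length, chosen after seeing the values, at 8. No alternative came within that range for the 62 higher genes, and the other alternatives closed none of the gaps.

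The paper reports each of the 8 genes of Fig. 6A as differentially expressed. Here P2ry14 alone had a Benjamini-Hochberg adjusted p under 0.05 in edgeR, and 0 of the 8 did with Bonferroni correction, while 8 of 8 had an unadjusted p under 0.05. Without a filter, Il18r1, P2ry14 and Krt18 passed with Benjamini-Hochberg adjustment and an absolute log2 fold change above 1. Under the robust variance model Il18r1 and P2ry14 did, and under voom with array weights Il18r1, Ccr9 and P2ry14, while the Krt18 log2 fold change was -0.93 there, with an adjusted p under 0.05. DESeq2's Wald test, chosen after seeing the values, passed all 8 with Benjamini-Hochberg adjustment and P2ry14 with Bonferroni correction.

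The paper reports fewer regulatory T cells in H89-treated tumors (flow cytometry), less FoxP3 RNA in T cells differentiated in culture (RT-qPCR), and less PD-1 on T cells and less PD-L1 and CD80 on CT26 cells in culture (flow cytometry). The RNA of whole tumors is another measure. In it, Foxp3 had a log2 fold change of 1.08 (edgeR Benjamini-Hochberg adjusted p = 0.213), Pdcd1 of 2.00 (0.121), Cd274 of 1.03 (0.175) and Cd80 of 0.078 (0.764). Each was positive, none passed the threshold in edgeR, and the groups overlapped for all 4 genes. With DESeq2's Wald test, chosen after seeing the values, Pdcd1 passed it. With 1 tumor left out, the log2 fold change of Foxp3 lay between 0.66 and 1.71 and that of Cd274 between 0.58 and 1.43. Without H89-treated tumor 3 the log2 fold change of Pdcd1 was 1.00, and without NaCl tumor 1 that of Cd80 was -0.025. Exons of Foxp3 overlap Ccdc22, Flicr, Gm36995 and Ppp1r3f.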

Other observations

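The tests of a single tumor behind the interferon lists, of a lower share of tumor cells and of proliferating tumor cells and the weight given to the pericyte list were chosen only after the results were seen, and so was every test of the splicing regulator, immediate early, heat shock, CREB target and cold-induced lists. The correction for GC content and transcript length was chosen after the data had been seen but before its values.

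The first principal component held 42.7% of the variance and parted the groups, with -10.56, -17.9 and -38.11 for NaCl tumors 1 to 3 and 30.62, 11.35 and 24.6 for H89-treated tumors 1 to 3. Mitochondrial genes took 4.89%, 6.16% and 5.06% of the counts in NaCl tumors and 11.1%, 10.0% and 4.94% in H89-treated tumors 1 to 3. No explanation of this share was tested. At an unadjusted p under 0.05 with an absolute log2 fold change above 1, 1 of the 10 splits of the 6 tumors, the real one, gave as many as 347 genes. With 10 splits no share under 0.1 is possible, so for this count an effect of treatment cannot be told apart from a chance difference between tumors. For the Bonferroni count of 0, 10 of the 10 splits gave as many or more, which decides nothing, since every split gives at least 0.

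For the interferon-alpha response list, 4 of the 10 splits gave an NES as far from 0 as the real one, for the interferon-gamma response list 4, for the MYC targets list 2 and for the oxidative phosphorylation list 3. For these lists, too, treatment cannot be told apart from a chance difference between tumors by splits of 3 and 3. With each tumor left out in turn, the smallest median log2 fold change was 0.35, against 0.52 with all tumors, for the interferon-alpha response list, and 0.26, against 0.38, for the interferon-gamma response list, both without NaCl tumor 3. This argues against a single tumor behind most of the interferon difference, although by tumor the groups overlapped. The log2 fold changes went with GC content (Spearman correlation -0.237) and transcript length (0.176) over 12920 genes. After the correction for both, the correlation with GC content was -0.009, and the medians were 0.53 and 0.41 for the interferon-alpha and interferon-gamma response lists, -0.13 for the MYC targets list and -0.11 for the oxidative phosphorylation list. Without the correction they were 0.52, 0.38, -0.14 and -0.14, so the correction left each list near its value, which argues against this trend as the whole cause of the 4 differences.

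A lower share of proliferating tumor cells would lower the proliferation list at least as far as the MYC targets and oxidative phosphorylation lists. The median log2 fold change of the proliferation list was 0.024, with 11 genes higher and 9 lower, and it was -0.042 without H89-treated tumor 2 and 0.079 without NaCl tumor 2. Under quantile normalization it was 0.077, with an fgsea Benjamini-Hochberg adjusted p of 0.0117, and the range of that p over the other alternatives that keep all tumors reached 0.986. The difference of the proliferation and MYC targets lists rose by 0.17, from -0.29 ± 0.05 in NaCl to -0.12 ± 0.10 in H89-treated tumors (SD, n = 3 each, exact permutation test, p = 0.1), with no overlap on this scaling, under quantile normalization (0.15) or after the correction for GC content and length (0.14). This argues against a lower share of proliferating tumor cells as the cause of the lower MYC targets list. The difference to the oxidative phosphorylation list rose by 0.18, from 0.73 ± 0.04 to 0.91 ± 0.15 (SD, n = 3 each, exact permutation test, p = 0.2), and the groups overlapped. They also overlapped after the correction for GC content and length (0.11), though not under quantile normalization (0.21). For that list the explanation cannot be told apart from a change in expression within the cells.

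Skin taken with a NaCl tumor is argued against as a source of Fat2 and Krt18. The highest CPM of Krt1, Krt5 and Krt14, 3 abundant keratins of skin, in a NaCl tumor was 0.180, whereas Krt18 had a mean of 16.7 CPM there. Krt10, another keratin of skin, had 2.64 ± 0.731 CPM in NaCl and 3.28 ± 0.347 CPM in H89-treated tumors (SD, n = 3 each), a log2 fold change of 0.31, and so was not lower with Fat2 and Krt18. The keratinocyte list, of which 5 of 25 genes were tested, had a median log2 fold change of -0.27, with 2 genes higher and 3 lower (fgsea Benjamini-Hochberg adjusted p = 0.296). Under quantile normalization the median of the keratinocyte list was -0.38 with an fgsea Benjamini-Hochberg adjusted p of 0.0376, the lowest over the alternatives that keep all tumors, of which the highest was 0.986. With 1 tumor left out it lay between -0.38, without H89-treated tumor 3, and 0.095, without NaCl tumor 1, where the filter admits other genes (for the 5 genes tested with all tumors, -0.12). Fewer pericytes would lower the pericyte and smooth muscle list with Kcnj8. Its median log2 fold change was -0.16, with 4 genes higher and 9 lower (fgsea Benjamini-Hochberg adjusted p = 0.968), and 3 genes singled out after their values were seen fell more, with log2 fold changes of -0.79 for Abcc9, -0.50 for Rgs5 and -1.11 for Rgs4. The median lay between -0.31, without NaCl tumor 1, and -0.057, without H89-treated tumor 3. Members that go both ways leave fewer pericytes and lower Kcnj8 per cell as explanations that cannot be told apart.

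Of the 11 genes that the paper measures by RT-qPCR, ELISA or flow cytometry, 0 had an edgeR Benjamini-Hochberg adjusted p under 0.05 over all genes and 0 when adjusted over the 11 alone, where the smallest was 0.0811, while 6 had an unadjusted p under 0.05. The log2 fold change was 1.01 for Cxcl10 (edgeR Benjamini-Hochberg adjusted p = 0.165), 1.39 for Ifng (0.283), 1.42 for Tbx21 (0.169), 0.79 for Gzmb (0.483), 1.76 for Cd8a (0.104) and 0.68 for Cd4 (0.277), with 3 tumors per group that overlapped for each gene. Without H89-treated tumor 3 it was 0.016 for Gzmb and 1.03 for Cd8a, and without NaCl tumor 3 it was 0.38 for Cd4. The paper's own measures of these genes were not analysed here.

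Lists of cell type genes gave 7 of 17 with an fgsea Benjamini-Hochberg adjusted p under 0.05, and 7 of the 10 splits of the tumors gave as many, so the number cannot be told apart from chance differences between tumors. The T cell list had a median log2 fold change of 1.22 with 18 genes higher and 0 lower (fgsea Benjamini-Hochberg adjusted p = 3.40e-07), the cytotoxic lymphocyte list 1.03 with 15 and 0 (0.000668), the conventional dendritic cell list 0.80 with 11 and 1 (0.0271), the B cell list 0.76 with 7 and 1 (0.0271) and the fibroblast list 0.32 with 14 and 1 (0.0271). The endothelial list had -0.30 with 4 genes higher and 11 lower, and the CT26 tumor cell list -0.28 with 5 and 9 (fgsea Benjamini-Hochberg adjusted p = 0.0271 for both). Without NaCl tumor 1 the medians of the T cell list and the cytotoxic lymphocyte list were 1.86 and 1.60. By tumor, among these 7 lists, the groups did not overlap for the fibroblast, B cell and conventional dendritic cell lists (exact permutation test, p = 0.1 for each) and overlapped for the T cell and cytotoxic lymphocyte lists (exact permutation test, p = 0.2 for each). The fgsea Benjamini-Hochberg adjusted p passed 0.05 for the endothelial list without NaCl tumors 2 and 3 and H89-treated tumors 1 and 3 (0.0770, 0.680, 0.435 and 0.131), for the fibroblast list without NaCl tumor 2 and H89-treated tumor 2 (0.0755 and 0.0674), for the B cell list without NaCl tumor 2 (0.0546) and for the CT26 tumor cell list without NaCl tumor 3 and H89-treated tumors 1 and 2 (0.185, 0.0762 and 0.0529). The call was also lost for the B cell list under quantile normalization, with a median of 0.25, and under voom (fgsea Benjamini-Hochberg adjusted p = 0.140 and 0.0516), for the endothelial list under voom and after the correction for GC content and length (0.347 and 0.107), and, with a mean of at least 5 CPM, for the cytotoxic lymphocyte list and the conventional dendritic cell list (0.0610 and 0.250). Under quantile normalization the median of the CT26 tumor cell list was -0.062 and that of the conventional dendritic cell list 0.44. The median of the endothelial list was -0.14 without NaCl tumor 3, -0.17 without H89-treated tumor 1 and -0.48 without H89-treated tumor 2.

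The other lists did not pass. The median log2 fold change was 0.93 for the skeletal muscle list (8 genes higher and 1 lower, fgsea Benjamini-Hochberg adjusted p = 0.251), 0.92 for the adipocyte list (5 and 1, 0.168), 0.47 for the plasmacytoid dendritic cell list (8 and 2, 0.355), 0.062 for the macrophage list (11 and 5, 0.998), -0.49 for the neutrophil list (2 and 10, 0.889) and 0.081 for the erythroid list (4 and 0, 0.781). It was -0.016 for the hypoxia list (9 and 10, fgsea Benjamini-Hochberg adjusted p = 0.998), and that of the proliferation list is given above (fgsea Benjamini-Hochberg adjusted p = 0.781). Without H89-treated tumor 1 it was 0.35 for the skeletal muscle list, -0.21 for the neutrophil list and -0.17 for the adipocyte list. That tumor had the highest CPM of Acta1 (12.3), Car3 (8.13) and Cfd (7.46), 3 genes singled out after their values were seen. Without H89-treated tumor 3 the fgsea Benjamini-Hochberg adjusted p was 0.0194 for the skeletal muscle list, 0.00705 for the adipocyte list, 0.00860 for the neutrophil list, with a median of -1.03, and 0.00705 for the erythroid list, with a median of -1.53, while without NaCl tumor 2 the median of the erythroid list was -0.085. Without NaCl tumor 1 the median of the macrophage list was -0.11 and that of the plasmacytoid dendritic cell list 0.73, and that of the hypoxia list lay between -0.31, without NaCl tumor 2, and 0.25, without NaCl tumor 1. Of the genes written into the lists, 4 of the cytotoxic lymphocyte list, 3 of the plasmacytoid dendritic cell list, 2 of the hypoxia list and 1 each of the keratinocyte, B cell, neutrophil and proliferation lists are also in another list, and 2 genes of the T cell list and 1 of the cytotoxic lymphocyte list are named by the paper.

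A lower share of tumor cells in H89-treated tumors would raise the lists of all other cell types alike. The difference of the B cell and endothelial lists rose by 1.12 from NaCl to H89-treated tumors, from -2.89 ± 0.28 to -1.78 ± 0.31 (SD, n = 3 each, exact permutation test, p = 0.1), with no overlap. It rose by 1.01 under quantile normalization and by 1.11 after the correction for GC content and length, with no overlap either. This argues against a lower share of tumor cells as the whole cause for the B cell list, although the call of that list and of the endothelial list depended on the processing. For the T cell list the difference to the endothelial list rose by 1.26, from -2.58 ± 0.89 to -1.31 ± 0.73 (SD, n = 3 each, exact permutation test, p = 0.2). The groups overlapped there, so a lower share of tumor cells and more lymphocytes cannot be told apart for the T cell and cytotoxic lymphocyte lists. Igkc, singled out after its values were seen, had a log2 fold change of 3.26 (edgeR Benjamini-Hochberg adjusted p = 0.0488) and was higher in each H89-treated tumor than in any NaCl tumor. Gzmd had 98.2 CPM in NaCl tumor 1 and at most 12.3 CPM in the other 5 tumors, and no explanation of this was tested.

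Genes of splicing regulators were among those with the smallest p: the log2 fold change was 0.77 for Clk1, 0.78 for Clk4 and 0.70 for Pnisr (edgeR Benjamini-Hochberg adjusted p = 0.0288 each), 0.67 for Srsf5 (0.0338), and 0.63 for Ccnl1 and 0.76 for Ogt (0.0407 each), higher in all 3 H89-treated tumors than in any NaCl tumor. Of the list of 40 such genes, 39 were higher, with a median log2 fold change of 0.31. Of the 31 genes not seen before the list was written, 30 were higher, with a median of 0.24, which argues against a chance set of top genes. The mean log2(CPM + 0.5) of these 31 was 7.01 ± 0.03 in NaCl and 7.26 ± 0.02 in H89-treated tumors (SD, n = 3 each, exact permutation test, p = 0.1). Their median was 0.19 after the correction for GC content and length, which argues against that trend as the whole cause. Without the correction, the median of these 31 lay between 0.23 and 0.28 when 1 tumor was left out. Of the 10 splits, 1, the real one, gave an NES as far from 0. The splits leave treatment and a chance difference between tumors as explanations that cannot be told apart, since no share under 0.1 is possible. Fry and camera with an estimated correlation both put these 31 genes at an unadjusted p under 0.05. Those p values take no account of the choice of this theme from the top genes of the same tumors. They therefore cannot decide between treatment and chance either. A candidate explanation is a change of RNA splicing under H89. Cooler H89-treated tumors would raise Cirbp and Rbm3, the cold-induced list, and lower the heat shock list. Cirbp and Rbm3 had a median log2 fold change of -0.098 (0 higher and 2 lower, fgsea Benjamini-Hochberg adjusted p = 0.677), and -0.14 to -0.072 with 1 tumor left out, and the heat shock list -0.13 (2 higher and 13 lower, fgsea Benjamini-Hochberg adjusted p = 0.0881). A longer time between excision and lysis would raise the immediate early list, whose median was -0.20 (5 higher and 13 lower, fgsea Benjamini-Hochberg adjusted p = 0.0881), and -0.35 without H89-treated tumor 3. The heat shock list had -0.042 without H89-treated tumor 2. The groups overlapped in each of these 3 lists, so temperature and time of handling cannot be told apart from an effect of H89 on splicing regulators.

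Less activity of protein kinase A, which H89 inhibits, would lower genes that CREB drives. Areg and Ereg, singled out after their values were seen, had log2 fold changes of -1.21 and -0.87 (edgeR Benjamini-Hochberg adjusted p = 0.0659 and 0.110), lower in all 3 H89-treated tumors than in any NaCl tumor. The CREB target list had a median of 0.028 (8 higher and 7 lower, fgsea Benjamini-Hochberg adjusted p = 0.0881) and, without Areg and Ereg, of 0.11 (8 higher and 5 lower, fgsea Benjamini-Hochberg adjusted p = 0.538). The NES pointed to lower genes in spite of the medians, at -1.485 for the list and -1.018 without Areg and Ereg. Without H89-treated tumor 2 the median of the CREB target list was -0.063, and without NaCl tumor 2 that of the list without Areg and Ereg was -0.0063. With members that go both ways, less kinase activity cannot be told apart from other causes of the lower Areg and Ereg.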
